# Enhancers in the *Peril* lincRNA locus regulate distant but not local genes

**DOI:** 10.1186/s13059-018-1589-8

**Published:** 2018-12-11

**Authors:** Abigail F. Groff, A. Rasim Barutcu, Jordan P. Lewandowski, John L. Rinn

**Keywords:** lincRNA, Mouse models, MPRA, *Cis*-regulation, Enhancer

## Abstract

**Background:**

Recently, it has become clear that some promoters function as long-range regulators of gene expression. However, direct and quantitative assessment of enhancer activity at long intergenic noncoding RNA (lincRNA) or mRNA gene bodies has not been performed. To unbiasedly assess the enhancer capacity across lincRNA and mRNA loci, we performed a massively parallel reporter assay (MPRA) on six lincRNA loci and their closest protein-coding neighbors.

**Results:**

For both gene classes, we find significantly more MPRA activity in promoter regions than in gene bodies. However, three lincRNA loci, *Lincp21*, *LincEnc1*, and *Peril*, and one mRNA locus, *Morc2a*, display significant enhancer activity within their gene bodies. We hypothesize that such peaks may mark long-range enhancers, and test this in vivo using RNA sequencing from a knockout mouse model and high-throughput chromosome conformation capture (Hi-C). We find that ablation of a high-activity MPRA peak in the *Peril* gene body leads to consistent dysregulation of *Mccc1* and *Exosc9* in the neighboring topologically associated domain (TAD). This occurs irrespective of *Peril* lincRNA expression, demonstrating this regulation is DNA-dependent. Hi-C confirms long-range contacts with the neighboring TAD, and these interactions are altered upon *Peril* knockout. Surprisingly, we do not observe consistent regulation of genes within the local TAD. Together, these data suggest a long-range enhancer-like function for the *Peril* gene body.

**Conclusions:**

A multi-faceted approach combining high-throughput enhancer discovery with genetic models can connect enhancers to their gene targets and provides evidence of inter-TAD gene regulation.

**Electronic supplementary material:**

The online version of this article (10.1186/s13059-018-1589-8) contains supplementary material, which is available to authorized users.

## Background

While a number of lincRNAs function by RNA-based mechanisms [1], recently, it has become clear that lincRNA loci also harbor functional DNA regulatory elements [2–7]. These DNA regions may account for the majority of the regulatory capacity of a lincRNA locus [3, 4]. To date, most efforts to characterize DNA elements within lincRNA loci have only focused on promoter regions [8–12] or predictions from genome-wide binding of p300 or H3K4me1 and H3K4me3 marks [13, 14]. The former approach has highlighted the crosstalk between neighboring lincRNA and mRNA promoters, suggesting that promoters of both mRNAs and lincRNAs can function as long-range enhancers to regulate transcription [15]. Similarly, mRNA loci have been shown to contain DNA enhancers in introns, UTRs, and even exons [12, 13, 16–20]. These studies unearth a complex regulatory landscape in both mRNA and lincRNA loci that requires multiple experimental and analytical approaches to properly decouple the contributions of DNA, transcription, RNA, and protein to regulation of gene expression. However, despite the success of these studies, our understanding of the contributions of potential enhancer elements lying within gene bodies to this complex regulatory landscape remains incomplete.

To disentangle the contributions of RNA and DNA at a set of developmentally regulated lincRNA loci, we previously generated 18 lincRNA knockout mouse models [21, 57]. In these models, the gene body is replaced by a *LacZ* reporter that is downstream of the endogenous promoter [21]. Thus, regulation of neighboring genes (*cis-*like regulation) in tissues where the reporter is not expressed implicates DNA and not the act of transcription or RNA product as the regulatory driver. This is because when a region is transcriptionally silent, neither transcription nor an RNA product is present to influence gene expression. Thus, such models allow for the direct detection of DNA-based regulatory elements.

Using these mouse models, we identified several lincRNA loci, including *Crnde*, *LincEnc1*, *Lincp21*, and *Tug1*, which appear to function as *cis*-regulators controlling expression in their genomic neighborhoods [6, 22]. However, it remains unclear if these regulatory roles are due to RNA-mediated interactions or underlying DNA. To directly interrogate these loci for DNA-based enhancer activity, we performed a massively parallel reporter assay (MPRA) using oligonucleotides that tile the promoters and gene bodies of six lincRNA and mRNA gene pairs. These loci include the four potential *cis*-acting lincRNA loci (*Crnde*, *LincEnc1*, *Lincp21*, and *Tug1*) and two lincRNA loci with undetermined regulatory function (*Peril* and *Fendrr*), as well as their closest protein-coding neighbors [6, 21]. Using this method, we show that the majority of MPRA-based enhancer activity in these loci arises from the promoter regions (mRNAs and lincRNAs alike). However, we also identify four loci, *Morc2a* (mRNA), *Lincp21, LincEnc1*, and *Peril* (lincRNAs), which harbor high MPRA activity in their gene bodies, consistent with promoter-independent enhancer activity.

To determine whether gene body MPRA peaks indicate enhancer activity in vivo, we used a previously generated *Peril* knockout mouse model to dissect the DNA regulatory roles of the gene body, excluding the promoter, at this locus. We focused on *Peril* because it has one of the highest gene body MPRA peaks and because it overlaps with a super-enhancer for *Sox2*, which is a critical stem cell regulator [23–25]. Surprisingly, upon deletion of *Peril*, we do not observe significant dysregulation of nearby genes (e.g., *Sox2*). Instead, we find that two genes, *Exosc9* and *Mccc1*, which are distally located (~ 1.5 Mb away) from the *Peril* locus in the neighboring TAD, are significantly downregulated in all four tissues examined. The downregulation of these genes occurred whether the *Peril* region was transcribed or silent. Moreover, comparison of high-throughput chromosome capture (Hi-C) data from wild-type and *Peril* knockout murine embryonic stem cells (mESCs) revealed alterations in physical long-range interactions between the *Peril* region and the TAD containing *Mccc1* and *Exosc9* genes. Taken together, our results quantify the presence of gene body DNA regulatory elements within lincRNA loci and identify their corresponding candidate target genes.

## Results

### MPRA to interrogate locus activity

To determine whether lincRNA loci might contain enhancer activity in their gene bodies, we performed an MPRA screen of six lincRNAs: *Crnde*, *Fendrr*, *LincEnc1*, *Lincp21*, *Peril*, and *Tug1.* To directly compare lincRNA with mRNA loci, we also included the nearest protein-coding gene to each respective lincRNA: *Irx5*, *Foxf1a*, *Enc1*, *Cdkn1a*, *Sox2*, and *Morc2a*, respectively (Fig. 1a). This approach allowed us to precisely interrogate the enhancer capacity of the DNA sequence, offering a quantitative advantage over ChIP-based methods which are unable to measure the transcriptional activating potential of DNA.

**Fig. 1:**
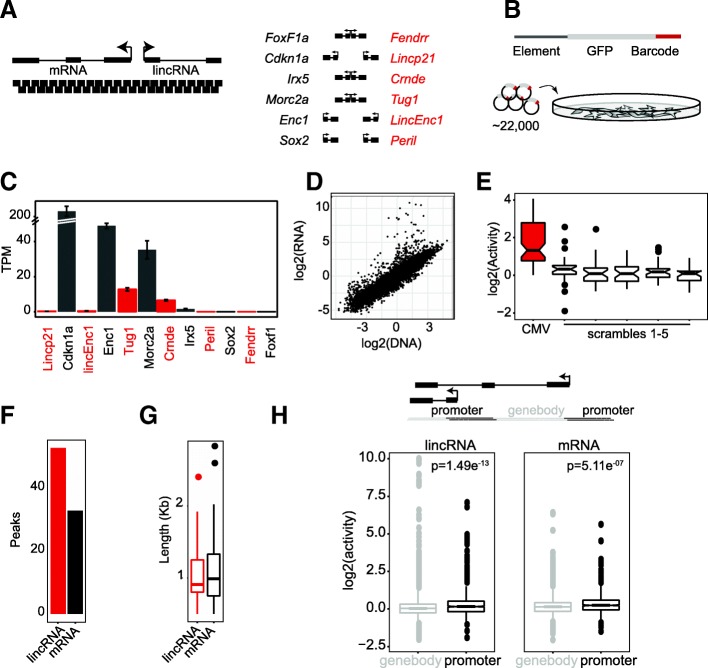
MPRA in C2C12 cells identifies sequences with differential enhancer activity. **a** Summary of MPRA pool design. *Cis-*acting lincRNAs (right) and their closest protein-coding neighbor (left) are redundantly tiled by 90-bp windows starting every 50 bp. **b** Core oligo design and experimental overview. Actual oligos flanked by universal primer sites for amplification. Element corresponds to 90-bp genomic sequence, barcode is a 10nt unique identifying tag, and GFP with minimal promoter is inserted after restriction enzyme digestion. **c** C2C12 expression (TPM) for each gene in the MPRA pool. Red indicates lincRNA, and gray indicates mRNA. **d** Median sample scatter plot of C2C12 RNA to DNA input control barcode counts (median across replicates used for each barcode, normalized for sequencing depth). **e** Boxplots of relative signal originating from CMV-promoter-tiling barcodes or oligos tiling five different scrambled versions of the same sequence. *Y*-axis shows log_2_(activity), i.e., log_2_(normed RNA counts/normed DNA counts). **f** Total number of significant regions identified for lincRNAs (red) or mRNAs (gray). **g** Size distribution of significant regions identified for lincRNAs (red) or mRNAs (gray). **h** Boxplot of gene body- or promoter-originating oligos from lincRNA loci. The gene body is represented in gray, and the promoter is represented in black. Right, same for mRNA loci. Top illustration: Scheme of TSS-based oligo partitioning. All oligos 1000 bp upstream of a TSS are labeled “promoter” (in black), and the remaining oligos are considered “gene body” (in gray)

The MPRA method relies on the synthesis of thousands of oligos spanning a genomic region of interest, and can be used to systematically dissect the location of regulatory elements [3, 26–28]. We generated ~ 22,000 distinct oligos tiling the 12 loci and their promoters (defined as 1 kb upstream of each transcriptional start site (TSS)) (Fig. 1a, Additional files 1 and 2). Each oligo is comprised of 90 nucleotides (nt) of genomic sequence, two restriction enzyme sites, a unique 10nt barcode sequence, and flanking universal primer sites. The oligo pool is then cloned into a minimal vector, and a GFP reporter is inserted. This results in a barcode-tagged GFP that is transcribed in transiently transfected cells and can be used as a readout of activity (Fig. 1b). To ensure high redundancy in our dataset, we tiled each locus in 50nt intervals and have designed the pool such that every 90nt genomic element is represented by five unique barcodes.

### MPRA activity is enriched in promoters

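The counts of the MPRA cover 23420 barcodes in 5 RNA libraries from transfected C2C12 cells and in 5 DNA libraries of the vector pool. C2C12 is a line of mouse muscle precursor cells. Each RNA library held 18725458 to 35098552 counts and each DNA library 9846269 to 24602523. Barcodes are counted as sequenced reads, and the paper's text names no molecular identifiers, so intervals and limits cover counting error only. The values are raw counts, to which the depth and median normalization of the paper was applied as 1 factor per library: the median over barcodes with at least 10 counts. A barcode was kept when at least 3 DNA libraries held at least 10 counts, which left 16285 barcodes (69.5%). RNA was compared with DNA for each barcode with the quasi-likelihood test of edgeR, and a barcode was called active at an adjusted p under 0.01 and a log2 RNA to DNA ratio above 1. The copy of the oligo annotation at hand holds its first 1196 of 22118 rows, with 240 tiles. All values for a locus or a control promoter therefore rest on 867 annotated barcodes, and the windows that give the peaks were not computed.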

We performed five replicate transfections in C2C12 cells, a mouse myoblast cell line in which to the genes of interest have varied expression status (Fig. 1c). As a quality control measure, we assessed replicate correlation between RNA samples and between DNA control libraries (Additional file 3: Figure S1). 

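The 5 RNA libraries gave similar counts for each barcode. Across barcodes, the squared Pearson correlation of normalized counts between RNA libraries was 0.9958 to 0.9997 over 10 pairs, with a median of 0.9967, and 0.9457 to 0.9592 on the log2 scale. Between DNA libraries it was 0.9838 to 0.9941 over 10 pairs, with a median of 0.9897, and 0.9633 to 0.9801 on the log2 scale. Pairs of libraries with the same letter in their label (A or B) gave 0.9977 to 0.9997 for RNA and 0.9929 to 0.9941 for DNA. Pairs with different letters gave 0.9958 to 0.9967 for RNA and 0.9838 to 0.9908 for DNA. The 1% of barcodes with the most counts took 34.1 to 36.3% of each RNA library and 9.7 to 9.8% of each DNA library. For the log2 medians of RNA against DNA the value was 0.8643 over 15755 barcodes with at least 10 counts in all 10 libraries. On the linear scale it was 0.0094. The middle barcode had a log2 RNA to DNA ratio of 0.02, with 5% of barcodes below −0.79 and 5% above 0.89. Barcodes are not independent replicates, and no p is given.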

Normalized replicate samples correlated well with one another (*R*^2^ > 0.99, Additional file 3: Figure S1), while exhibiting clear signal with respect to DNA input control (*R*^2^ ~ 0.8544, Fig. 1d). To evaluate the dynamic range of the MPRA, we included tiles across a promoter known to be highly active in this cell type (cytomegalovirus) and scrambled copies of this promoter. Tiles corresponding to the scrambled promoter exhibited significantly less activity than those corresponding to the proper sequence, indicating the specificity of the assay (Fig. 1e). Together, these results highlight the quality and reproducibility of our MPRA data.

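Tiles of the cytomegalovirus (CMV) promoter, a viral promoter that is strong in many mammalian cells, were the most active in the annotated part of the pool. Its 9 tiles carried 43 barcodes with a median log2 RNA to DNA ratio of 1.14, and 25 of them (58.1%) were active. The tiles with the highest medians reached log2 ratios of 3.62, 3.04 and 2.82. The scrambled CMV tiles carried 20 barcodes with a median of 0.21, and 1 of them (5.0%) was active. Within each library, the median CMV barcode stood above the median scrambled barcode by 1.09 ± 0.16 on the log2 scale in RNA (SD, n = 5) and by 0.49 ± 0.055 in DNA (SD, n = 5). The difference between RNA and DNA was 0.60, or 1.52-fold (two-sided exact permutation test, p = 0.00794, the smallest p that 5 libraries against 5 allow). It is taken from medians within each library, so it need not equal the gap between the median ratios above. Its p covers the spread between libraries, which hold the same 43 and 20 barcodes, and not the spread over tiles or barcodes. Within the libraries of letter A the difference was 0.49 and within those of letter B 0.68 (exact permutation p = 0.1 each, the smallest these groups allow). Tiles of the Ef1a promoter, a cellular promoter in the pool, had a median ratio of 0.30 over 88 barcodes, and 9 (10.2%) were active. Their scrambled copies had a median of 0.17 over 101 barcodes, with 4 (4.0%) active. The RNA to DNA difference between Ef1a and scrambled tiles was −0.06 (exact permutation p = 0.5). From the lower activity of scrambled CMV tiles, the paper concludes that the assay is specific.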

In order to define significantly active MPRA regions, we leveraged our tiling design using a sliding window statistic (see the “Methods” section). Significant regions were calculated using a bootstrapped *p* value (BH-corrected *p* < 0.01, FDR 1%). Using this threshold, we found 45 unique peaks in our lincRNA loci and 28 peaks in our mRNA loci, highlighting that both types of loci can contain enhancers (Fig. 1f). 

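Of 16285 barcodes, 682 (4.2%) were higher in RNA than in DNA past both thresholds and 348 (2.1%) were lower by the same measure. Active barcodes were found in 4 of the 7 loci with annotated barcodes. These were *Fendrr*, a lincRNA gene that lies beside *Foxf1* (4 of 143 barcodes, 2.8%), *Foxf1*, a forkhead transcription factor gene (2 of 31, 6.5%), *Enc1*, which encodes an actin-binding protein (2 of 69, 2.9%), and *Morc2a* (6 of 257). Scrambled control tiles were active at 5.0% (CMV, 1 of 20 barcodes) and 4.0% (Ef1a, 4 of 101). The shares in *Fendrr*, *Enc1* and *Morc2a* (2.3%) lay below both, and that in *Foxf1* above both. These differences were not tested, so active barcodes in these loci are not shown to exceed the rate of scrambled tiles. In *Irx5*, a homeobox gene, 0 of 35 barcodes were active with edgeR or with DESeq2, and 12 were higher in RNA at an unadjusted p under 0.05. The most active *Foxf1* tile lies in an intron on chromosome 8 from 121086298 to 121086387 and had a median log2 ratio of 1.00 over 4 barcodes. The most active *Fendrr* tile, in an exon on chromosome 8 from 121060010 to 121060099, had a median of 0.67 over 5 barcodes that ranged from −0.22 to 2.92. Pooled over these loci, gene body tiles had a median log2 ratio of 0.03 with 13 active barcodes of 551 (2.4%), and promoter tiles a median of 0.19 with 1 of 61 (1.6%), a difference that was not tested. With a log2 ratio minimum of 0 in place of 1, 3809 barcodes of the whole pool passed.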

Average peak size for lincRNA loci and mRNA loci was 1046 bp and 1127 bp, respectively (Fig. 1g).

Since many of the active MPRA regions occur near TSSs, we sought to compare the activity distribution of oligos in promoter regions with those in the gene bodies. To do this, we segmented the data by proximity to TSSs. Each oligo was labeled as either promoter-specific (within 1 kb upstream of a TSS) or gene body-specific (remaining oligos, Fig. 1h). We found that for both lincRNAs and mRNAs, oligos in promoter regions generated significantly more activity than those in gene bodies (*p* < 1e−6, Kolmogorov-Smirnov test, Fig. 1h). This finding is consistent with our peak-based observation, with the known functional modalities of classical promoters, and with the role of promoters in long distance gene regulation [10, 15]. Taken together, our results demonstrate that elements within lincRNA and mRNA promoters alike contribute to *cis*-regulatory activity more so than their gene body counterparts.

### MPRA activity in gene bodies identifies candidate enhancer loci

While the majority of activity lies in promoter regions, 9 of 12 loci showed significant gene body activity (Fig. 2, Additional file 3: Figure S2). We highlight six loci, three lincRNAs and three mRNAs, demonstrating a range of MPRA activity profiles (Fig. 2). The protein-coding gene *Morc2a* contains 16 peaks (Fig. 2a), a finding consistent with the literature on intronic enhancers in mRNA loci [13, 16–20]. 

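*Morc2a*, which encodes a chromatin-binding ATPase, had 68 annotated tiles with 257 barcodes and a median log2 RNA to DNA ratio of 0.02. The 6 active barcodes (2.3%) all lay in its gene body, where 235 barcodes had a median of 0.01, and 4 barcodes were lower in RNA. The 22 barcodes of its promoter tiles had a median of 0.21 and a highest value of 0.85, below the minimum of 1. The most active tile lies in an exon on chromosome 11 of mm10 from 3681015 to 3681104, 697 bp after an annotated start site. All 4 of its barcodes were active, with log2 ratios of 1.40 to 1.97 and a median of 1.75. The middle 24 bases of this tile occur 633 times in mm10. The next of its tiles, in an intron from 3653666 to 3653755, had a median of 0.55 over 3 barcodes and none was active. Of the 59 *Morc2a* tiles with at least 3 barcodes, 1 had a median above 1. These tiles are only those of the locus in the annotated part of the pool. The tiles named here start at 3653666 and 3681015, so the annotated tiles do not form 1 unbroken stretch of the locus.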

The lincRNA *Tug1* shares a promoter with *Morc2a*, but has a dramatically different enhancer profile. While its promoter is active, there are no peaks of activity across its gene body (Fig. 2b). 

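*Cdkn1a*, the gene for the cell cycle inhibitor p21, had 20 annotated tiles with 61 barcodes. Their median log2 RNA to DNA ratio was −0.05, and the middle 50% of barcodes lay between −0.37 and 0.30. The 15 barcodes of its promoter tiles had a median of −0.10 and the 46 of its gene body −0.05. The highest single barcode reached 0.88, so none passed the minimum of 1, and 1 barcode was lower in RNA. With edgeR, 17 of the 61 barcodes were higher in RNA at an unadjusted p under 0.05, and DESeq2 called 0 active. Tiles of this locus beyond the annotated part were not assigned.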

The protein-coding gene *Cdkn1a* contains four regions of enhancer activity (Fig. 2c), two of which are near TSSs. The neighboring *Lincp21* locus also contains enhancer activity in both its promoter and gene body (Fig. 2d). 

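*Sox2*, a pluripotency transcription factor gene, had 5 annotated tiles with 16 barcodes, all in its gene body. Their median log2 RNA to DNA ratio was 0.18, with the middle 50% of barcodes between −0.06 and 0.42. The highest *Sox2* barcode reached 0.74, so none passed the minimum of 1. With edgeR, 8 of the 16 barcodes were higher in RNA at an unadjusted p under 0.05, and DESeq2 called 0 active. The median for *Sox2* gene body tiles lay close to that of the scrambled CMV tiles, and the difference was not tested. Promoter tiles of *Sox2* are not in the annotated part.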

The protein-coding gene *Sox2*, which is not expressed in C2C12 cells, has minimal activity in its promoter and no activity across its gene body (Fig. 2e). Interestingly, however, the lincRNA *Peril*, which neighbors *Sox2*, is also not expressed, but showed significant enhancer activity in our MPRA data (Fig. 2f).

**Fig. 2:**
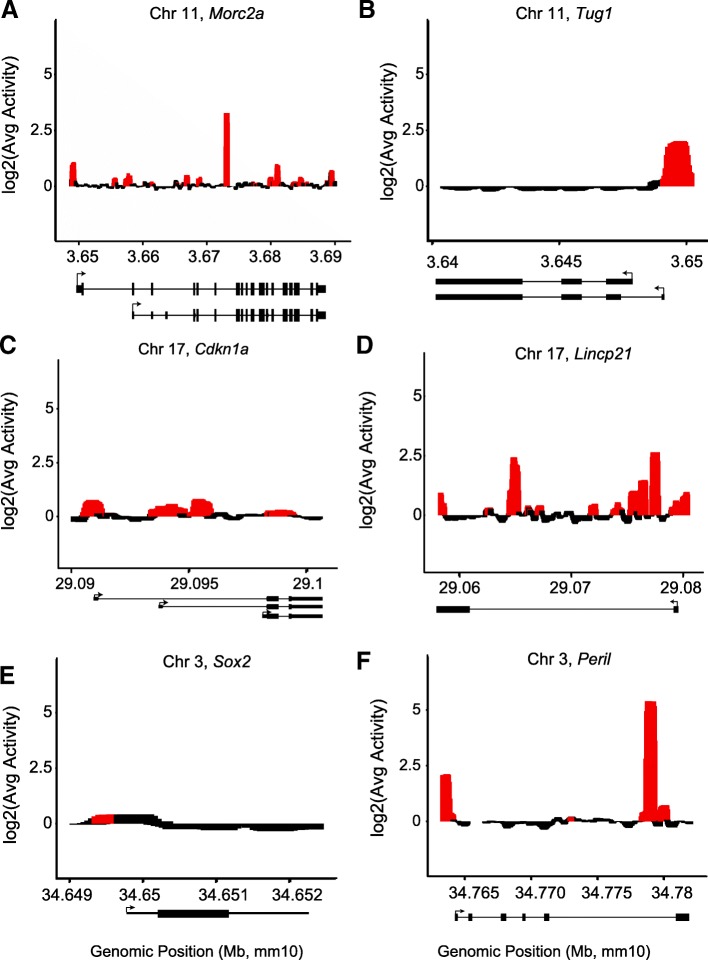
MPRA reveals enhancer activity and motifs in lincRNA loci. Smoothed signal plot for **a** protein-coding locus *Morc2a* and neighboring lincRNA *Tug1* (**b**). Red indicates significantly activated regions calculated with a window size of 500 bp and slide of 50 bp (see the “Methods” section). Genomic position (in Mb, mm10) across the *X*-axis, with gene structures indicated below. *Y*-axis represents log_2_(activity). **c**–**f** Same as **a** and **b** for the *Cdkn1a*, *Lincp21*, *Sox2*, and *Peril* loci

In total, four genes, *Morc2a*, *Lincp21*, *LincEnc1*, and *Peril*, contain high-activity peaks in their gene bodies (Log2FoldChange(Ratio) > 2). *Morc2a* has one 2019-bp high-activity region located in the middle of its gene body (Fig. 2a), while *Lincp21* contains two highly active gene body regions: one 1050-bp region near the 5′ end of the intron and one 1308-bp region near the 3′ end (Fig. 2d). *LincEnc1* contains one 1508-bp highly active region in its long central intron (Additional file 3: Figure S2F), while *Peril* contains one 2361-bp highly active gene body region located near the 3′ end of its last intron (Fig. 2f). *Lincp21* has already been established as an in vivo enhancer locus [3], and so we chose to further investigate if the presence of a high-activity MPRA peak in the gene body would also indicate in vivo DNA-based enhancer activity in another locus. We chose *Peril* for further analysis because it has one of the highest MPRA peaks, has been highlighted in previous studies [6, 21], and is of broad interest due to its association with the stem cell factor *Sox2* [23, 25].

### Enhancer candidate locus *Peril* regulates distal gene targets

*Peril* stands out not only because it contains one of the strongest MPRA peaks, but also because of its genomic location. It lies 110 kb downstream of *Sox2* on murine chromosome 3 and overlaps with a super-enhancer known to regulate *Sox2* in mESC (Additional file 3: Figure S3A) [23, 25]. Using an unbiased approach to identify potential *cis*-like regulatory effects in vivo, we investigated the potential targets of the *Peril* locus. To do so, we used our *Peril* knockout mouse, in which approximately 14.5 kb of the *Peril* locus was replaced with a *LacZ* reporter (Fig. 3a, [21]). Importantly, this model removes most of the *Peril* gene body, including the high-activity MPRA region, while leaving the promoter and super-enhancer regions intact, allowing us to assess the functionality of the gene body region independently of the promoter and super-enhancer. Using this system, observation of *cis*-like regulatory events in the absence of *Peril* expression would strongly suggest that this dysregulation is due to loss of the DNA.

**Fig. 3:**
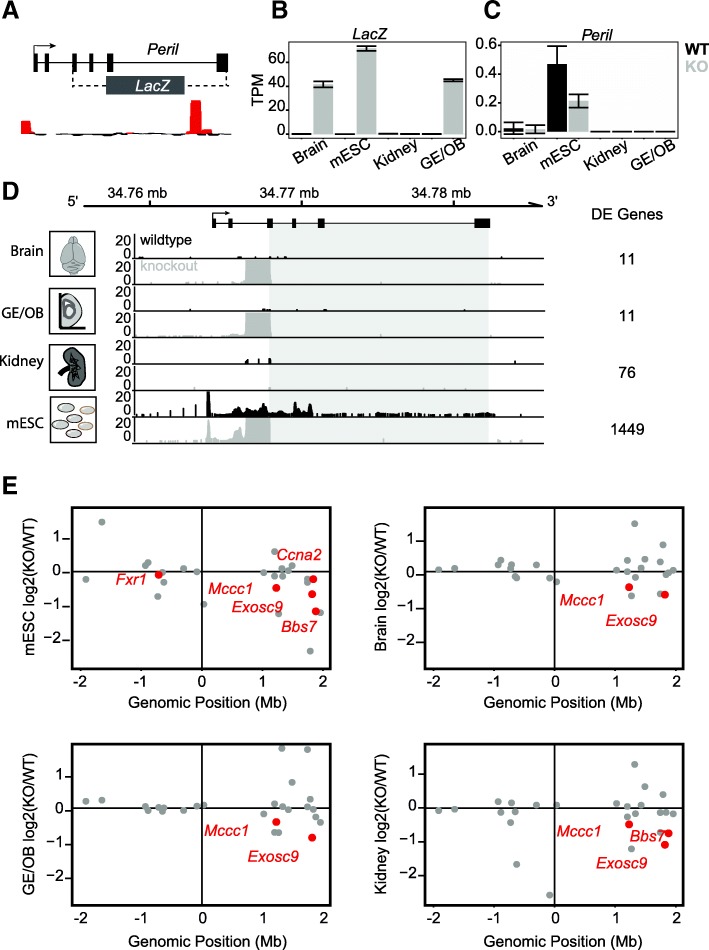
In vivo RNA sequencing validates DNA-based enhancer in *Peril* locus. **a** *Peril* locus schematic showing knockout region (dotted lines) relative to MPRA peaks (below). **b** Expression of *LacZ* and **c** *Peril* in TPMs. WT in black, KO in gray. Error bars indicate 1 standard deviation from the mean. **d** Read pileup tracks across the *Peril* locus. Gray box indicates KO region. WT in black, KO in gray. Tissue type indicated on the left. Number of dysregulated genes in WT-v-KO tissue analysis indicated on the right. **e** *Cis* plot of the 4-Mb region surrounding *Peril* (mm10) for each tissue. *Peril* locus lies at the origin. *Y*-axis represents log_2_(KO/WT), *X*-axis represents genomic position relative to *Peril* (Mb). Each dot represents a gene expressed in this tissue. Red indicates significantly differential expression between WT and KO. Genes of interest are emphasized

To determine *cis*-regulatory roles of *Peril* DNA, we performed RNA sequencing on wild-type and *Peril* knockout embryonic (E14.5) murine tissues and embryonic stem cells (Fig. 3b–d). In total, we sequenced three replicates of wild-type (WT) and knockout (KO) murine embryonic stem cells (mESC) and E14.5 kidney, and two replicates of ganglionic eminence and olfactory bulb (GE/OB). 

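The libraries were made from mESC grown in 2i medium on feeder fibroblasts, from kidneys, and from GE/OB, the ganglionic eminence with the olfactory bulb, a source of inhibitory neurons of the forebrain. The authors' files give expected counts and TPM for 26759 genes in each of 16 libraries. They were made with RSEM and bowtie2 on mm10, with genes of GENCODE vM2, further lncRNAs and *LacZ*. Summed counts per library were 17544707 to 31494984 in KO mESC and 29983751 to 40522622 in WT mESC. They were 22356351 to 45924887 in KO and 19263097 to 34225033 in WT kidney, and 19774678 to 32146978 in KO and 17594150 to 19504123 in WT GE/OB. Expected counts were rounded and fitted together with the quasi-likelihood method of edgeR, with TMM factors and 1 coefficient for each tissue and genotype. The filter of edgeR left 17459 genes, and a gene was called in a tissue at an adjusted p under 0.05. Fold changes are KO against WT. The 3 mESC libraries of each genotype are wells of 1 clone, all male, so the error covers wells and not clones. Kidneys came from a male, a female and a male WT embryo and from a male and 2 female KO embryos. Both WT GE/OB embryos were male and both KO embryos female, so sex and genotype cannot be told apart in this tissue. Coordinates are those of GENCODE vM21, which matched 96.6% of genes.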

Each library was sequenced to an average depth of ~ 158 million reads, for a total of ~ 2.5 billion reads (Fig. 3b–d). We also included three *Peril* WT and KO replicates of whole brain RNA sequencing that were previously published [6].

First, we wanted to determine the expression level of both *Peril* and the *LacZ* reporter in each tissue. 

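*LacZ*, the reporter that takes the place of *Peril* in the knockout, reached 71.6 ± 2.0 TPM in KO mESC (SD, n = 3) and 45.1 ± 0.96 TPM in KO GE/OB (SD, n = 2). In WT mESC it was 0.04 ± 0.026 TPM (SD, n = 3) and in WT GE/OB 0.05 ± 0.071 TPM (SD, n = 2), with at most 4 counts in a library. In the kidney, *LacZ* was 0.297 ± 0.19 TPM in WT and 0.11 ± 0.036 TPM in KO (SD, n = 3 each), from 4 to 28 counts and 4 to 15 counts per library. *Peril* itself was at 0.47 ± 0.12 TPM in WT mESC (SD, n = 3), from 8 to 18 counts per library. In KO mESC 0.213 ± 0.046 TPM were assigned to it (SD, n = 3), from 3 to 8 counts. The KO mean was 0.454 of the WT mean, and all 3 KO libraries lay below all 3 WT libraries (two-sided exact permutation test, p = 0.1, the smallest p that 3 against 3 allow). No count was assigned to *Peril* in any kidney or GE/OB library. A total of 0 allows up to 3 counts over a group, or 0.0375 CPM in WT and 0.0268 CPM in KO kidney, and 0.0809 CPM in WT and 0.0578 CPM in KO GE/OB. These limits cover counting error only.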

We found that *Peril* is transcriptionally silent in the brain, GE/OB, and kidney, but active in mESC, while *LacZ* is active in the brain, GE/OB, and mESC, but silent in the kidney (Fig. 3b, c). Next, we sought to identify any changes in gene expression between *Peril* WT and KO tissues. 

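In mESC, transcription factor genes next to each other on chromosome 16 were almost silent in KO cells. *Olig2*, a regulator of the oligodendrocyte and motor neuron lineages, fell from 49.6 ± 0.945 TPM in WT to 0.0267 ± 0.0462 TPM in KO (SD, n = 3 each), with 4 counts in 1 of the 3 KO libraries. Its neighbour *Olig1* fell from 36.1 ± 1.97 to 0.117 ± 0.0611 TPM, a log2 fold change of −8.41 (standard error 0.24, adjusted p = 1.04e-12 from edgeR). *Hunk*, a kinase gene on the same chromosome, rose from 0.857 ± 0.0833 to 7.07 ± 0.205 TPM, a log2 fold change of 2.98 (standard error 0.084, adjusted p = 1.04e-12). *Myof*, which encodes a membrane repair protein, fell from 40.9 ± 1.16 to 2.77 ± 0.0577 TPM. *Prdx6*, a peroxiredoxin gene, fell from 92.2 ± 4.12 to 38.7 ± 0.441 TPM. *Fxyd6*, a modulator of the sodium pump, rose from 15.3 ± 1.43 to 90.6 ± 3.54 TPM. In all, 397 genes were higher and 801 lower in KO mESC at an adjusted p under 0.05 from edgeR, a total of 1198, and 3710 genes had an unadjusted p under 0.05. Without WT well 1, 2 or 3, or without KO well 2 or 3, between 596 and 634 genes were called, and fitted without the other tissues mESC gave 3561, of which 1798 were higher and 1763 lower.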

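Gene lists fixed beforehand were counted in mESC. Of 31 pluripotency genes, 4 rose and 5 fell (4 and 6 when adjusted over the list alone). *Gbx2* rose by 0.85 and *Dppa3* by 0.51 on the log2 scale, while *Rex2* fell by 0.54 and *Dppa2* fell by 0.45. As a set the list did not move against other genes (adjusted p = 0.757 from camera). Of 26 measured genes of primed cells and germ layers, 8 fell and 1 rose (8 and 3 when adjusted over the list alone). Among them were *Dnmt3l*, *Dnmt3a* and *Dnmt3b*, which set DNA methylation and had log2 fold changes of −1.40, −0.96 and −0.49. *Col4a1* and *Col4a2*, collagens of basement membranes, had −1.11 and −1.06, and *Otx2*, a factor of the primed state, −1.04. The member that rose was *Lama1*, a laminin gene, at 0.62. This list was lower as a set (adjusted p = 1.81e-08 from camera, and 0.0483 with an estimated correlation). Of 30 measured imprinted genes, 8 fell and 1 rose, with the same counts when adjusted over the list alone. Those that fell include *Meg3*, *Rian*, *Mirg* and *Rtl1* of the imprinted cluster on chromosome 12, with log2 fold changes of −1.27, −1.57, −1.58 and −1.55, and the one that rose was *Plagl1*, a growth-regulating gene, at 1.14 (adjusted p = 0.0211 from camera, and an adjusted p = 0.355 with an estimated correlation). Markers of fibroblast feeder cells moved with these lists: of 22, 3 fell and 0 rose, also when adjusted over the list alone (adjusted p = 0.0133 from camera, and an adjusted p = 0.543 with an estimated correlation). Those 3 were *Col3a1*, *Thbs1* and *Lox*, at log2 fold changes of −2.32, −1.87 and −2.03 and at most 0.683 TPM in WT mESC. The call of *Lox* ends without WT well 2 or 3 or KO well 2 or 3 (adjusted p of 0.0769 to 0.201).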

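In GE/OB, 11 genes passed an adjusted p under 0.05 from edgeR, 7 higher and 4 lower in KO, and 525 had an unadjusted p under 0.05. Of the 11, 5 lie on chromosome 3 and 4 on chromosome 14. *Ncoa4*, which carries ferritin to autophagy, rose from 23.8 ± 1.15 to 68.1 ± 20.9 TPM (SD, n = 2 each), a log2 fold change of 2.11 (standard error 0.283, adjusted p = 0.00848). The pair *Tmem254a* and *Tmem254b*, to which identical counts were assigned, rose from 2.66 ± 1.07 to 11.2 ± 1.81 TPM. *Duxbl1*, a double homeobox gene, had 0 counts in both WT libraries and 3.72 ± 1.38 TPM in KO (adjusted p = 0.0114). On chromosome 3, *Sclt1*, a gene of the centriole, fell from 27.0 ± 0.184 to 16.2 ± 1.2 TPM and *Ankrd50*, a gene of endosome recycling, rose by 0.38 on the log2 scale (adjusted p = 0.0277). *Tsix*, the antisense RNA of the X inactivation center, had 0 counts in the male WT libraries and 1.12 ± 0.163 TPM in the female KO libraries. Of 24 ganglionic eminence genes and 11 genes of the olfactory bulb, 0 passed with edgeR, also when adjusted over the list alone (0 and 2 at an unadjusted p under 0.05, and 0 and 0 with DESeq2). Without WT embryo 1, 2 genes were called, without WT embryo 3, 5, and without KO embryo 2 or 7, 7 each, with 2 and 6 of them among the 11. *LacZ* and *Exosc9* were called each time, and each other call ended without at least 2 of the 4 libraries, with adjusted p of 0.0544 to 0.157 for *Ncoa4* and 0.0665 to 0.283 for *Sclt1*. DESeq2 called 19 genes in GE/OB, 11 of them shared, and GE/OB fitted on its own gave 6, 1 of them shared.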

For each tissue, we performed differential gene expression analysis and found significant perturbations in gene expression (*p* < 0.05, DESeq alpha = 0.05, Fig. 3d, see the “Methods” section). The most striking observation was the effect on gene expression in the developing kidney, where the *Peril* region is transcriptionally silent in both the wild-type and knockout (Fig. 3d). 

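The 3 KO kidneys held less RNA from genes of contractile muscle and of inflammation than the 3 WT kidneys. Grouping by genotype gave 39 called genes, and grouping WT 1, WT 8 and KO 9 against WT 3, KO 7 and KO 10 gave 42. The number of calls therefore does not tell an effect of genotype from differences between single embryos. *Acta1*, the skeletal muscle actin gene, was 7.58 ± 0.844 CPM in WT and 1.33 ± 0.743 CPM in KO (SD, n = 3 each), a log2 fold change of −2.59 (standard error 0.339, adjusted p = 0.00144 from edgeR). *Mylpf*, a fast-twitch myosin light chain gene, fell from 6.56 ± 1.07 to 1.83 ± 0.456 CPM, a log2 fold change of −1.92 (standard error 0.144, adjusted p = 4.12e-06). *Actc1*, the cardiac actin gene, fell by 1.69 on the log2 scale (adjusted p = 0.00478). *Irg1*, which makes itaconate in activated macrophages, fell from 4.17 ± 1.54 to 0.0348 ± 0.0111 CPM, with 1, 1 and 2 counts in the KO libraries. *Cxcl10*, an interferon-induced chemokine gene, fell from 3.4 ± 1.25 to 0.111 ± 0.0646 CPM (log2 fold change −4.79, standard error 0.472, adjusted p = 0.000109). *Il1b*, a cytokine gene, had 24 to 33 counts in each WT library and 0 in each KO library. Its call ends without KO embryo 10 (adjusted p = 0.0551) and with the kidney fitted on its own (0.0879). It also ends when DESeq2, gene length offsets and a filter at a sum of counts above 1 are used together (0.319). Genes higher in KO include *Kcnmb2*, a potassium channel subunit, which rose from 1.73 ± 0.145 to 6.24 ± 0.389 TPM (log2 fold change 1.77, standard error 0.165, adjusted p = 6.43e-05). *Lama1*, a laminin gene of the basement membrane, rose by 0.62 on the log2 scale, *Itga6*, a subunit of laminin receptors, by 0.36 and *Frem2*, a matrix protein gene needed for kidney development, by 0.40. The call of *Itga6* ends without WT embryo 8 or KO embryo 10 (adjusted p = 0.063 and 0.0863), and that of *Frem2* without WT embryo 1 or 3 or KO embryo 9 or 10 (adjusted p of 0.0812 to 0.185). With the kidney fitted on its own the calls of *Lama1*, *Itga6* and *Frem2* end (adjusted p = 0.0817, 0.331 and 0.383). With a replicate block in mESC those of *Itga6* and *Frem2* end (0.0523 and 0.0989). That of *Frem2* also ends with sex as a covariate (0.0598). That of *Itga6* ends when DESeq2, gene length offsets and a filter at a sum of counts above 1 are used together (0.227). In all, 33 genes were lower and 6 higher at an adjusted p under 0.05 from edgeR, a total of 39, and 1327 genes had an unadjusted p under 0.05. Without WT embryo 1 the total was 77, with 60 lower and 17 higher, and without KO embryo 10 it was 20. DESeq2 called 76 genes, 38.2% of them higher in KO and 38 of them among the 39, and the kidney fitted on its own gave 10.

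**Figure D1:**
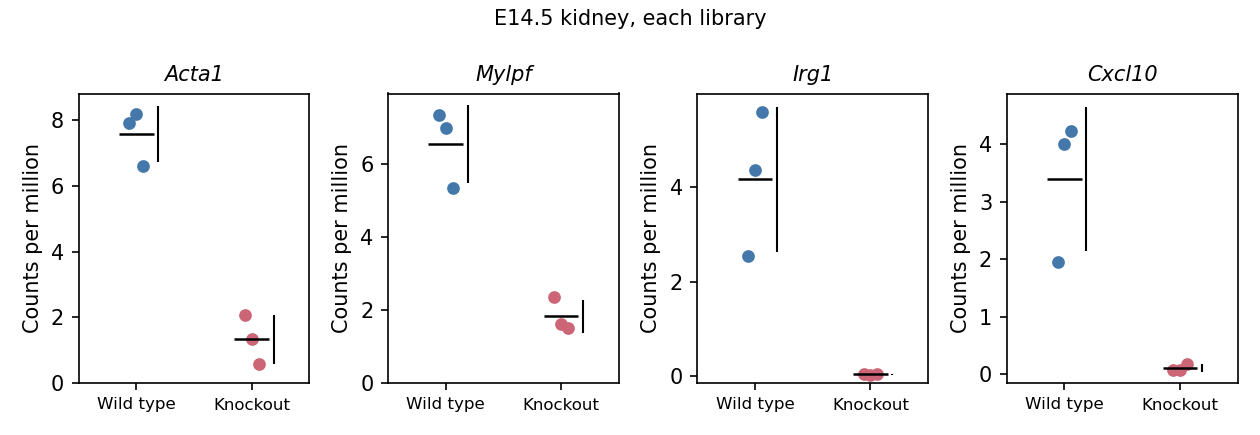
CPM of *Acta1*, *Mylpf*, *Irg1* and *Cxcl10* in each kidney library, WT and KO. Points are libraries from single embryos, and every WT library lies above every KO library for all 4 genes.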

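Called muscle genes numbered 12 and called genes of the inflammatory and interferon response 13, by lists drawn up after the kidney calls were seen and so no independent evidence of a direction. The 12 muscle genes, which include the myosin heavy chain genes *Myh3* and *Myh8* and the titin gene *Ttn*, summed to 51.3 to 61.4 CPM in the WT libraries and 13.5 to 18.5 CPM in KO. These sums cover called genes only. The 22 other measured genes of the muscle list fell by less, from 126 to 132 CPM in WT to 101 to 113 CPM in KO. The 13 inflammatory genes, which include *Saa3*, *Ccl5*, *Mx1* and *Isg15*, summed to 20.1 to 41.3 CPM in WT and 4.49 to 4.98 CPM in KO. The 23 other measured genes of that list, none of them called, summed to 75.4 to 94.6 CPM in WT and 61.5 to 75.2 CPM in KO. Macrophage markers stood lower by a median log2 fold change of −0.35 over 10 genes (adjusted p = 0.000744 from camera, and an adjusted p = 0.259 with an estimated correlation). Of 18 nephron progenitor genes 0 passed with edgeR, also when adjusted over the list alone (1 at an unadjusted p under 0.05, 0 with DESeq2), and the set did not move (adjusted p = 0.491). Lists of other cells of the kidney stood higher, by median log2 fold changes of 0.20 for 17 ureteric bud genes, 0.33 for 10 podocyte genes, 0.43 for 10 proximal tubule genes and 0.21 for 11 endothelial genes. None of these genes passed over all genes tested with edgeR, and 5, 2, 3 and 3 had an unadjusted p under 0.05. DESeq2 called 1, of the proximal tubule list. Adjusted over the list alone, 3 ureteric bud, 2 podocyte and 1 proximal tubule genes rose. As sets their adjusted p was 0.000158, 0.00114, 0.0329 and 0.000115 from camera, and the adjusted p = 0.192, 0.259, 0.45 and 0.259 with an estimated correlation. Stroma genes had a median of −0.17, erythroid genes −0.53 and liver genes −0.85, with adjusted p of 0.00257, 4.49e-06 and 3.33e-05 from camera, and an adjusted p = 0.28, 0.188 and 0.192 with an estimated correlation. In the liver list *Ahsg*, a plasma protein gene, fell by 2.70 on the log2 scale (adjusted p = 0.0394), a call that ends without any 1 library other than WT embryo 8 (adjusted p of 0.0775 to 0.15).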

In the kidney, we found 76 genes significantly dysregulated, 3 of which are within a 4-Mb region surrounding *Peril*. The proximity of the 3 dysregulated genes to the *Peril* locus suggests that these may be candidate targets of the *Peril* gene body enhancer (Fig. 3e).

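The called genes near *Peril* in the kidney were *Exosc9*, *Mccc1* and *Bbs7*. *Exosc9*, a subunit of the RNA exosome that degrades and trims RNA, fell from 60.7 ± 2.23 TPM in WT to 28.4 ± 2.25 TPM in KO (SD, n = 3 each), a log2 fold change of −1.21 (standard error 0.069, adjusted p = 1.27e-07 from edgeR) or 2.32-fold. *Mccc1*, a mitochondrial carboxylase subunit of leucine breakdown, fell from 16.5 ± 0.648 to 11.8 ± 0.967 TPM, or 1.53-fold (adjusted p = 9.97e-05). *Bbs7*, a subunit of the BBSome that carries proteins into cilia, fell from 8.73 ± 0.832 to 5.17 ± 0.0608 TPM, a log2 fold change of −0.61 (standard error 0.098, adjusted p = 0.00966). Without KO embryo 10 *Bbs7* had −0.63 and an adjusted p that rounds to 0.05 and does not pass. With the kidney fitted on its own *Bbs7* had −0.62 and did not pass either (adjusted p = 0.0876). The 3 genes were among 22 tested within 2 Mb of the *Peril* start, and 9 of the 22 had an unadjusted p under 0.05. A list of genes near *Peril*, fixed before as the others were, had 19 measured members in the kidney, of which 3 fell (5 when adjusted over the list alone) and 0 rose. As a set it was lower (adjusted p = 8.48e-16 from camera, and 0.000186 with an estimated correlation). The 3 genes, which the paper had named, carry much of this: without them the other 16 had an adjusted p = 0.00424 from camera and an adjusted p = 0.178 with an estimated correlation.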

To identify potential targets of the *Peril* locus, we queried the differentially expressed genes for every tissue, independent of the expression status of *Peril* or the *LacZ* reporter. Across all four tissues in our study, we identified only two genes that are consistently and significantly downregulated upon *Peril* deletion, and validated their expression reduction by qRT-PCR (Additional file 3: Figure S3B-C). These two genes are *Mccc1* and *Exosc9* and are located approximately 1.2 Mb and 1.8 Mb downstream of the *Peril* locus, respectively (Fig. 3e, Additional file 3: Figure S3B-C). 

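*Exosc9* and *Mccc1* were lower in KO in mESC and GE/OB as well as in the kidney. *Exosc9* fell from 91.4 ± 2.84 to 60.6 ± 1.21 TPM in mESC (SD, n = 3 each), or 1.65-fold (log2 fold change −0.73, standard error 0.067, adjusted p = 5.49e-06 from edgeR). In GE/OB it fell from 73.1 ± 4.38 to 38.7 ± 0.891 TPM (SD, n = 2 each), or 2.03-fold (log2 fold change −1.02, standard error 0.087, adjusted p = 2.84e-05). *Mccc1* fell from 23.4 ± 0.499 to 16.5 ± 1.14 TPM in mESC, or 1.44-fold (adjusted p = 4.46e-05). In GE/OB it fell from 25.0 ± 0.594 to 18.2 ± 0.481 TPM, or 1.39-fold (adjusted p = 0.0277). The GE/OB call of *Mccc1* ends without any 1 of the 4 libraries, with log2 fold changes of −0.48 to −0.46 and adjusted p of 0.181 to 0.402, and with sex as a covariate (adjusted p = 0.294). Fitted on its own, GE/OB gave adjusted p of 0.0759 for *Exosc9* and 0.837 for *Mccc1*. These were the 2 genes lower in all 3 tissues, where independent lists would share 0.000347 genes, and 0 genes were higher in all 3. *Exosc9* fell by less in mESC than in the kidney, by a difference of 0.49 on the log2 scale (standard error 0.095, adjusted p = 0.000618 over 6 tests), and for *Mccc1* no pair of tissues differed past the threshold (adjusted p of 0.249 to 0.604). In mESC *Bbs7* fell from 5.85 ± 1.33 to 2.74 ± 0.43 TPM (adjusted p = 1.88e-05), and in GE/OB its log2 fold change was −0.16 (standard error 0.119, adjusted p = 1). Whole brain libraries were not used here. The paper proposes *Mccc1* and *Exosc9* as candidate targets of the *Peril* locus. It reasons from reductions shared by all its tissues, whole brain among them, and from how near the genes lie to the deletion. It also cites qRT-PCR, lower Pol II occupancy at both promoters in KO mESC and altered Hi-C contacts, none of which was analysed here.

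**Figure D2:**
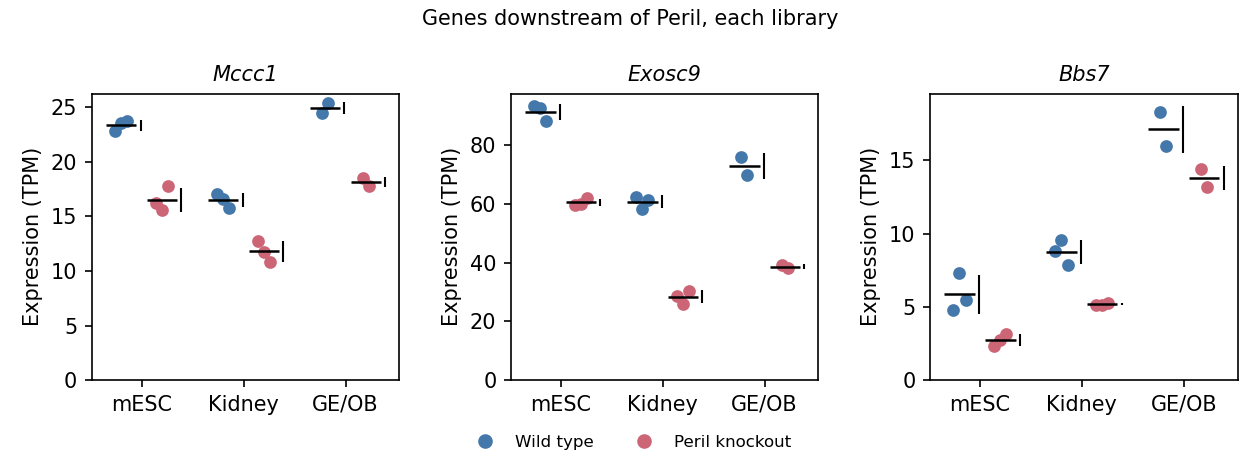
TPM of *Mccc1*, *Exosc9* and *Bbs7* in each library of mESC, kidney and GE/OB, WT in blue and KO in red. Lines are group means and vertical bars ± 1 SD. For *Exosc9* and *Mccc1* every KO library lies below every WT library of its tissue.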

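Genes of the complexes and pathways of these 3 proteins, with the 3 genes among them, were counted in each tissue. Of 21 measured RNA exosome genes in mESC, 2 rose and 3 fell (2 and 4 when adjusted over the list alone), with *Dis3*, the nuclease of the complex, up by 0.26 and its helicase gene *Skiv2l* up by 0.29 on the log2 scale. In the kidney and in GE/OB *Exosc9* was the 1 exosome gene that passed, also when adjusted over the list alone. As a set the exosome list gave adjusted p of 0.757 in mESC and 0.062 in the kidney from camera, and in GE/OB 0.00518, with an adjusted p = 0.499 with an estimated correlation. Of 20 genes of leucine breakdown and biotin carboxylases in mESC, 2 rose and 1 fell, also when adjusted over the list alone. The risen ones were *Pcx*, pyruvate carboxylase, at 0.60 and *Acacb*, acetyl-CoA carboxylase, at 0.32, a call that ends without any 1 mESC library other than KO well 2 (adjusted p of 0.0741 to 0.123), with a replicate block (0.0515) and when DESeq2, gene length offsets and a filter at a sum of counts above 1 are used together (0.355). In the kidney and in GE/OB *Mccc1* was the 1 gene of this list that passed, and 2 more rose in GE/OB when adjusted over the list alone. The list gave adjusted p of 0.757, 0.75 and 0.663 in the 3 tissues. Of 12 BBSome genes in mESC, *Bbs7* fell and *Bbs12* rose by 0.57 (1 rose and 4 fell when adjusted over the list alone), and in the kidney *Bbs7* fell (1 rose and 1 fell when adjusted over the list alone). In GE/OB 0 passed with edgeR, 1 rose when adjusted over the list alone, and 1 had an unadjusted p under 0.05 and 0 passed with DESeq2. The BBSome list gave adjusted p of 0.107, 0.381 and 0.676.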

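*Mccc1* lies on chromosome 3 of mm10 from 35959312 to 36000678 and *Exosc9* from 36552606 to 36565727, 1.2 Mb and 1.79 Mb from the *Peril* start. *Bbs7* follows from 36573142 to 36613477. In mESC, 5 of the 22 genes tested within 2 Mb passed, which besides these 3 were *Atp11b*, a lipid flippase gene at 0.99 Mb, with a log2 fold change of −0.18 (standard error 0.051, adjusted p = 0.0437), and *Acad9*, a gene of mitochondrial complex I assembly at 1.3 Mb, with 0.23 (standard error 0.056, adjusted p = 0.0218). The call of *Atp11b* ends without any 1 mESC library (adjusted p of 0.069 to 0.177). That of *Acad9* ends without WT well 1 or 3 or KO well 1 or 3 (adjusted p of 0.0589 to 0.124), and its direction turns to −0.02 when DESeq2, gene length offsets and a filter at a sum of counts above 1 are used together. *Ccna2*, a cyclin gene from 36564865 to 36572150 that overlaps the end of *Exosc9*, had −0.25 (adjusted p = 0.0626), and *Fxr1*, an RNA-binding protein gene on the other side of *Peril*, −0.20 (adjusted p = 0.0541). Farther out on chromosome 3, *Gm5148* at 2.95 Mb fell in the kidney and in GE/OB, with log2 fold changes of −3.09 and −5.53 (adjusted p = 0.00507 and 0.00893), with the kidney call ending without KO embryo 10 and the GE/OB call without any 1 library (adjusted p of 0.0567 to 0.0724), and *Kcnmb2*, changed in the kidney, lies at −2.86 Mb. Outside 2 Mb, 5 of 803 tested genes on chromosome 3 were called in the kidney (0.62%) and 31 of 16414 on other chromosomes (0.19%). In GE/OB these were 3 of 803 (0.37%) and 5 of 16414 (0.03%), and in mESC 66 (8.22%) and 1120 (6.82%). The near-*Peril* list was lower as a set in mESC (adjusted p = 0.00151 from camera, 0.0437 with an estimated correlation), where 4 of 19 fell and 1 rose (9 and 1 when adjusted over the list alone). It was lower in GE/OB too (adjusted p = 1.22e-09, and 0.00184 with an estimated correlation), where 2 of 19 fell (4 when adjusted over the list alone). Without *Exosc9*, *Mccc1* and *Bbs7*, which the paper had named, the list had an adjusted p = 0.437 in mESC and 0.0385 in GE/OB from camera, and an adjusted p = 0.551 and 0.17 with an estimated correlation.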

Underscoring the potential importance of the *Peril* DNA enhancer element, *Exosc9* exhibits a prenatal lethal phenotype, consistent with an earlier observation of *Peril* knockout [21]. The physical proximity of these genes to the deleted *Peril* region suggests a potential long-range DNA-based regulatory function in the *Peril* locus.

While there are a number of mechanisms that can influence transcript level, we hypothesized that DNA elements within the *Peril* locus influence gene expression of *Mccc1* and *Exosc9*, based on our RNA-seq and MPRA data. To gain further insight, we performed a Pol II chromatin immunoprecipitation (ChIP)-qPCR experiment in *Peril* WT and KO mESC. We designed multiple sets of primers targeting the promoter regions of both candidate target genes and performed qPCR on Pol II-bound chromatin fragments. Interestingly, we found Pol II to be significantly depleted at both the *Mccc1* and *Exosc9* promoters in knockout mESC (Additional file 3: Figure S3D). These data suggest that enhancers within the *Peril* locus can regulate gene targets at a long range.

To identify which transcriptional regulators may drive the enhancer signal in the *Peril* high-activity gene body peak, we used the ChIP-atlas peak browser to identify any significant published transcription factor ChIP peaks in this region. We found evidence for binding of Duxbl1 in C2C12s, as well as multiple factors in mESC. These include Rad21 (part of the cohesin complex) and CTCF at the very beginning or immediately before the high-activity peak, as well as binding of Rxra (a retinoid-responsive factor also involved in looping), Nr4a1, and Fgfr1 within the peak (Additional file 3: Figure S3E, [29]). A noteworthy limitation of this approach is that ChIP peaks in an enhancer region are limited to which particular factors have been immunoprecipitated in relevant tissues or cells. To circumvent this limitation, we performed motif analysis of our MPRA peak region. While motif analysis is limited by a priori knowledge of specific transcription factor motifs and can be confounded by motif simplicity or redundancy, we can use this analysis to identify candidate factors within our enhancer regions. We downloaded the entire set of motifs available through the Jaspar database (vertebrate collection, [30]), and filtered these for average expression greater than or equal to 1TPM in the tissues and cells we sequenced. We then queried the sequence of the high-activity peak in the *Peril* gene body for matches to any of the expressed transcription factors on a per-sample-type basis using FIMO, a motif-finding tool publically available through the meme suite [31]. We filtered sequence matches for those with a *q* value < 0.05 and plotted the common set of expressed hits (Additional file 3: Figure S3F). From this analysis, we find factors that may bind and drive the enhancer activity in this region: Rarg (another retinoid-responsive factor), Myc, and Foxk1. 

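RNA of all 3 factors was found in the sequenced tissues. The paper had filtered its motifs by expression in these tissues, so this presence follows from the selection. *Rarg*, a retinoic acid receptor gene, fell from 22.8 ± 0.548 TPM in WT mESC to 16.1 ± 0.807 TPM in KO (SD, n = 3 each), a log2 fold change of −0.53 (standard error 0.086, adjusted p = 0.00111 from edgeR). In WT kidney *Rarg* was at 25.0 ± 2.69 TPM (SD, n = 3) and in WT GE/OB at 3.91 ± 0.806 TPM (SD, n = 2), with adjusted p of 0.509 and 1 for KO against WT. *Myc*, the proto-oncogene, was at 8.08 ± 0.41, 45.4 ± 2.61 and 28.0 ± 5.9 TPM in WT mESC, kidney and GE/OB, with log2 fold changes of −0.04, 0.05 and 0.01. *Foxk1*, a forkhead repressor gene, was at 5.45 ± 0.2, 13.3 ± 0.756 and 15.0 ± 0.884 TPM in these groups, with log2 fold changes of 0.01, −0.01 and 0.09. The adjusted p for *Myc* and *Foxk1* lay between 0.906 and 1.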

Taken together, these combined analyses identified a number of candidate factors that could influence the enhancer activity identified in the *Peril* locus, and pose multiple interesting directions for future study into exactly how this gene body enhancer regulates target gene expression.

### Chromosome conformation capture reveals altered interactions with regulatory targets in *Peril* knockout mESCs

To assess how *Peril* ablation affects regulatory interactions and higher-order chromatin conformation changes, we performed high-throughput chromosome conformation capture (Hi-C) on WT and *Peril* KO mESC (Fig. 4a, Additional file 3: Figure S4A), [32, 33]. Briefly, two replicates of WT and KO mESC cells were sequenced to an average depth of approximately 155 million combined reads and analyzed using the HiC-Pro pipeline [34]. Both sets of replicates showed high reproducibility (Additional file 3: Figure S4B-C), and reads across the *Peril* locus confirmed WT and KO genotypes (Additional file 3: Figure S4D).

**Fig. 4:**
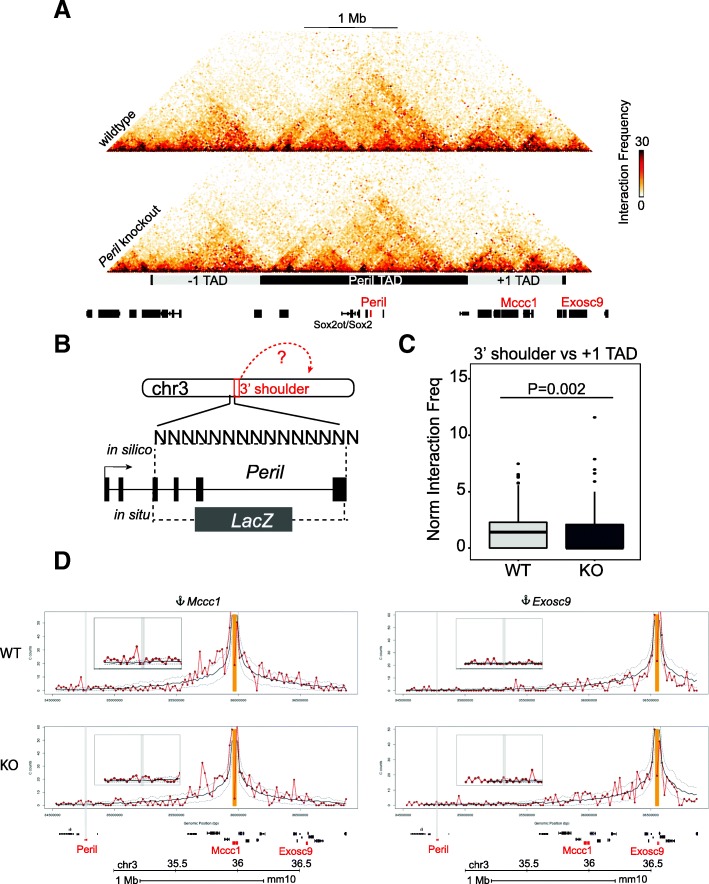
Hi-C analysis of WT-v-*Peril* KO mESC. **a** Chromatin contact map surrounding the *Peril* locus at 20-kb resolution using custom mm10 genome build in wild-type (top) and knockout (bottom). Genes indicated below, with genes of interest indicated in red. TAD borders indicated in black; − 1 and + 1 TADs demarcated by gray box while *Peril*-containing TAD is demarcated by a black box. **b** Mapping strategy of the Hi-C data to a custom mm10 mouse genome, where the deleted *Peril* region (~ 14.5 kb) is replaced by Ns and this sequence or the *LacZ* (~ 3.5 kb) are compiled as separate chromosomes. 3′ shoulder region (not affected by deletion, but used as a bait region common to both WT and KO conditions) indicated in red. **c** Digital 4C summary of normalized interactions between the 3′ shoulder region (chr3:34784809–34800385) and the + 1 TAD in either WT or KO. **d** Digital 4C plots of the interaction anchored on either *Mccc1* or *Exosc9* in WT and *Peril* KO Hi-C samples. The red line indicates the distance-normalized average interaction frequency, whereas the dashed lines represent the ± 1 standard deviation. The 20-kb bins that are above the + 1 standard deviation line are considered as enriched interactions. The red arrows indicate the alterations of long-range interactions of *Mccc1* and *Exosc9* with the *Peril* locus between WT and KO samples

The TAD structure surrounding the *Peril* locus consists of a series of small sub-TADs contained within a 2-Mb TAD, while the two adjacent TADs (− 1 TAD and + 1 TAD) are smaller in size: ~ 900 kb and ~ 1 Mb, respectively (Fig. 4a). The 2-Mb *Peril*-containing TAD contains only a few genes and one centrally located sub-TAD, only ~ 150 kb in size, which contains *Peril*, the super-enhancer, and *Sox2*. Interestingly, we found that *Peril* deletion does not lead to gross chromatin conformation changes on chromosome 3 (Fig. 4a), nor does it disrupt the ~ 150-kb sub-TAD containing *Peril* and *Sox2*. Thus, despite the association of *Peril* with *Sox2* within this sub-TAD, removal of DNA elements contained in the deleted region do not influence local architecture around the *Sox2* locus. This is consistent with our finding that there is no significant expression effect on *Sox2* in any of the *Peril* knockout tissues and cell lines tested (Fig. 3). Thus, the majority of the *Peril* gene body is dispensable for *Sox2* regulation.

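*Sox2*, a pluripotency factor of mESC that also marks neural progenitors, was at 264.4 ± 4.44 TPM in WT and 255.2 ± 4.47 TPM in KO mESC (SD, n = 3 each). Its log2 fold change was −0.12 (95% interval −0.50 to 0.26, adjusted p = 0.767 from edgeR). In GE/OB it was at 142.8 ± 6.97 TPM in WT and 144.0 ± 26.6 TPM in KO (SD, n = 2 each), with a log2 fold change of −0.02 (95% interval −0.50 to 0.46, adjusted p = 1). The sign of this value turns to 0.03 without WT embryo 1 and to 0.15 without KO embryo 2. The kidney held little *Sox2* RNA, at 0.323 ± 0.491 TPM in WT and 0.04 ± 0.0361 TPM in KO (SD, n = 3 each), and 42 of the WT counts came from embryo 3. Its log2 fold change there was −3.30 (95% interval −5.61 to −0.98, adjusted p = 0.45). It passed with sex as a covariate (−4.33, adjusted p = 0.0103) and without WT embryo 1 (−4.05, adjusted p = 0.0369), and was −0.08 without WT embryo 3.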

To identify which regions on chromosome 3 interact specifically with the deleted region, we generated a custom mm10 genome build which replaces the deleted region with spacer nucleotides (Ns) and contains two separate chromosomes: one containing the deleted region sequence and one containing the *LacZ* sequence (Fig. 4b). We sought to perform a digital 4C-like analysis anchoring on the “deleted region” chromosome or “LacZ” chromosome in WT or KO samples, respectively, but were limited by the lack of restriction enzyme sites in the LacZ sequence (see the “Methods” section). Unable to directly compare the deleted region to the LacZ bait, we instead compared interactions from the 3′ neighboring 20-kb bin and found a significant decrease in interactions between WT and KO with the + 1 TAD (see the “Methods” section, Fig. 4c, Additional file 3: Figure S4E). This indicates that, in the KO, these interactions with the neighboring regions are altered (Fig. 4c, Additional file 3: Figure S4E).

It has previously been shown that expression of genes within a TAD are correlated and that while TAD boundaries tend to insulate interactions between neighboring TADs, inter-TAD interactions do occur [35–40]. It is thus quite interesting to note that both *Mccc1* and *Exosc9* are located within the + 1 TAD relative to *Peril*. To gain insight into potential long-range regulatory effects of *Peril* deletion, we generated digital 4C-like plots anchored on either *Mccc1* or *Exosc9*. Indeed, upon loss of *Peril*, we observe an alteration of contacts between these loci and the region just upstream of the *Peril* deletion (Fig. 4d). Specifically, *Mccc1* appears to lose interactions with this region in KO cells, while the *Exosc9* region appears to demonstrate a subtle gain of interactions. Thus, in our RNA-seq dataset, *Mccc1* and *Exosc9* are transcriptionally downregulated in all tissues and cells, and in our Hi-C dataset, these targets appear to show altered contacts with *Peril*. This, in combination with the decrease in Pol II binding at the target promoters in *Peril* knockout mESC, suggests that *Mccc1* and *Exosc9* are the targets of *Peril* DNA enhancers.

Together, our results indicate that the *cis*-regulatory elements at the *Peril* locus show altered interactions with the + 1 TAD, which harbors the two consistently dysregulated genes, *Mccc1* and *Exosc9.* These results provide evidence for enhancer elements encoded in the *Peril* locus that play a role in the regulation of *Mccc1* and *Exosc9* expression. Ultimately, these data highlight the importance of considering DNA regulatory roles in examining any given genic locus.

## Discussion

Recently, it has been shown that lincRNA loci influence the expression of their neighboring protein-coding genes [7, 22, 41–43]. However, the mechanisms of this regulation are largely uncharacterized. Here, we selected candidate lincRNAs based on their potential *cis*-regulatory function and directly tested the enhancer capacity of their loci at 50-bp resolution using MPRA technology. Since we sought to test whether or not lincRNA loci would contain more enhancers or more highly active enhancers than protein-coding gene loci, we quantitatively mapped the enhancer capacity of a set of candidate *cis*-functional lincRNAs and their closest protein-coding neighbors.

Recent studies have suggested that promoters may play a larger role in *cis*-regulatory dynamics than previously appreciated [8–12]. Specifically, promoters are capable of exerting *cis*-regulatory function on neighboring genes in addition to promoting expression of the immediately adjacent sequence. Consistent with these studies, we found that indeed, the most enhancer activity within a locus, whether lincRNA or mRNA, occurs within the region 1 kb upstream of a TSS. However, we also identified DNA regulatory elements with varying activity levels within gene bodies in both mRNAs and lincRNAs. By combining a reporter knockout mouse model, in which the gene body but not promoter has been removed, with an MPRA (employed as a high-resolution enhancer mapping technique), we are able to identify novel enhancers as well as their candidate target genes. Together, these results underscore the importance of gene body DNA regulatory elements contained in both lincRNA and mRNA loci.

Resolving the targets of these DNA regulatory elements is nontrivial. To untangle modalities of regulation at lincRNA loci and to identify potential gene targets, we used the *Peril* locus as a model. The *Peril* locus overlaps with a *Sox2* super-enhancer and forms a tightly associated sub-TAD with the *Sox2* locus (Fig. 4b, [23, 25]). It also generates a spliced lincRNA and, by *LacZ* reporter expression, appears to be active in tissues that express *Sox2* [6, 21, 44]. These findings all suggest a connection between *Peril* and *Sox2*. However, using unbiased RNA-seq approaches in vivo, we found no significant evidence for *Peril* regulation of *Sox2*. Instead, we discovered consistent and significant downregulation of two genes located within the neighboring TAD: *Exosc9* and *Mccc1*. This method of using RNA sequencing across a variety of tissues to identify consistently misregulated genes, particularly in tissues where the lincRNA is not transcribed, has been used previously to identify the targets of DNA-based enhancer elements [3].

Comparison between wild-type and *Peril* knockout Hi-C samples reveals alterations in interactions between the *Peril* region and the TAD containing the candidate target genes. It has been previously established that transcriptional co-regulation of genes is strongly associated with TAD formation [35, 40] and that regulatory modules can affect TAD-wide gene expression [37, 39]. The observation that *Peril* shows altered interaction frequency with target genes at the + 1 TAD, (Figs. 3e and 4c, d, Additional file 3: Figure S4E) suggests a possible functional role for *Peril* in the transcriptional regulation of these genes by long-range chromatin interactions. In part, this could occur by DNA elements within the *Peril* locus influencing Pol II occupancy at the *Mccc1* and *Exosc9* promoters, which is supported by our ChIP-qPCR data (Additional file 3: Figure S3D). Yet, the exact mechanisms of the establishment and maintenance of these long-range interactions remain to be determined. Some insight is provided by our intersection of publicly available ChIP-seq data with the *Peril* enhancer region identified by MPRA, in which we have identified potential binding of important genome organizer factors such as Rad21 and Ctcf, as well as Rxra. All of these factors have been significantly implicated in chromatin looping and enhancer function [29, 45, 46].

Consistent with our previous report of perinatal lethality among *Peril* knockout mice [21], loss of *Mccc1* and *Exosc9* are documented to have deleterious effects in human and mouse, respectively, including prenatal lethality [47–50]. We find that both *Mccc1* and *Exosc9* are consistently and specifically downregulated as a consequence of *Peril* ablation. Consistent with *Peril* targeting *Mccc1* and *Exosc9*, we observed fewer physical interactions exist between the *Peril* locus and the TAD containing these genes in knockout mESC. These data point to a potential in vivo DNA-based mechanism for *Peril*: function through control of distally located, developmentally important genes. Although we can rule out the role of the *Peril* RNA in regulating some target genes (e.g., *Mccc1* and *Exosc9*), we cannot exclude an additional role for the RNA *in trans*. Consistent with this possibility, we observed numerous gene expression changes in the *Peril* knockout mESC line which could be due to loss of the RNA product, though this effect could also be due to a cell type-specific effect of reduced *Mccc1* or *Exosc9* transcript levels.

Beyond *Peril*, our study further highlights the DNA regulatory potential contained in promoters and gene bodies regardless of coding classification (i.e., lincRNA or mRNA). We found that both lincRNAs and mRNAs contain *cis*-regulatory potential in their promoters, as described previously [8–12, 15]. Furthermore, we demonstrate that in both gene types, regulatory potential is additionally contained in gene bodies, though we found that high-activity regions occurred in more of the lincRNA (*Lincp21*, *LincEnc1*, and *Peril*) than mRNA (*Morc2a*) gene bodies we queried.

The presence of clear enhancer activity in these loci has important implications for our current understanding and interpretation of lincRNA knockout models, which have been the focus of intense debate [5, 22]. Specifically, these results highlight the potential for a given locus to generate a spliced gene product and also contain functional DNA elements. This work and others [3, 4] highlight that the functions of these two molecular species should not be conflated, but rather independently assessed. It should also be noted that mRNA gene bodies have been known to harbor enhancers as well, as established by numerous ChIP-seq experiments, or conservation mapping [13, 51]. For example, *Dync1l1* (an mRNA locus) harbors exonic enhancers which regulate nearby genes *Dlx5/6*, and removal of these regulatory sequences can lead to disease [18]. Similarly, an intronic sequence in *Lmbr1* acts over 1 Mb to regulate *Shh* expression in the developing limb [51]. Currently, hundreds of knockout strains and ESC lines targeting mRNA loci have been generated using whole gene ablation techniques (for example, by the immense efforts of the *K*nock*o*ut *M*ouse *P*roject (KOMP) and the *I*nternational *M*ouse *P*henotyping *C*onsortium (IMPC)) [50, 52–54]. Some of these strains use the same whole locus gene targeting technique as our lincRNA mouse models, which means that the same complications will arise in resolving the functional molecular species at these mRNA loci. Here, we provide a logical framework for follow-up studies in these models to identify DNA elements and their regulatory targets.

## Conclusions

Here, we conclude, by combining MPRA, in vivo deletion/reporter models, and Hi-C, that both mRNAs and lincRNAs can contain DNA regulatory elements in their gene bodies. Further investigation of one of these DNA elements in vivo revealed a surprising finding: that *Peril* regulates two distally located genes (*Mccc1* and *Exosc9*) and not its neighbor *Sox2*. Despite close proximity of the *Peril* locus with *Sox2*, we find that neither the DNA nor the RNA in the *Peril* locus affect *Sox2* expression. Moreover, we find that ablation of *Peril* does not affect the local chromatin architecture, but does affect long-range interactions with *Mccc1* and *Exosc9* in the neighboring TAD. Together, our combined approach is able to identify DNA regulatory elements in lincRNAs and their candidate regulatory targets in vivo.

## Methods

### Massively parallel reporter assay

The MRPA pool was designed as previously described [3, 55], with the following important alterations. (1) The full gene body of each locus and 1000 bp upstream (the promoter region) were included in the design. (2) Five micrograms of GFP+ plasmid was used to transfect C2C12 cells in triplicate wells of six-well dishes using lipofectamine 2000 (Thermo Fisher 11668027) and low-serum, antibiotic-free media. RNA was harvested using TRIzol, and libraries were generated as described previously [3, 55]. Five replicate samples were generated for RNA samples (taken from biological replicates at two different passages), as for DNA samples (generated on two separate days). Libraries were generated via PCR with indexed primers. For RNA libraries, 1 μg RNA input was used, while for DNA libraries, 1 ng of the MPRA vector was used. Samples were sequenced on a Hiseq 2500 at Harvard University’s Bauer Sequencing Core.

### C2C12 culture

C2C12 cells were acquired from ATCC (CRL-1772) and cultured in DMEM supplemented with FBS and antibiotics.

### MPRA analysis overview

Analysis was performed largely as described previously [3] with three important differences in the calculation of the activity ratio between RNA and DNA replicates. (1) After normalizing for sequencing depth, each sample was median-normalized. (2) The activity ratio for each barcode was determined by randomly selecting one RNA replicate and one DNA replicate and calculating the ratio normed_RNA/normed_DNA. This process was repeated 1000 times, and the resulting median was reported as the final signal ratio for that barcode. (3) Calculation of significant regions was performed by shuffling sample labels rather than barcode labels. In other words, we repeated step 2 without labeling which samples were RNA or DNA to generate a null distribution against which to compare true signal in any given region. *p* values were corrected using the Benjamini-Hochberg method with an FDR of 1%. All analysis was performed using the aid of in-house python and R scripts, with aid from biopython and R’s bioconductor packages. Oligo annotation is available as Additional file 1, TSS annotation is available as Additional file 2, and all code is available as Additional file 4. Additionally, code is available under the MIT License on github (https://github.com/agroff11/PerilPaperAnalysis) and on zenodo (10.5281/zenodo.1477113) [56].

### Mice

Mice were housed under pathogen-free conditions at Harvard University. A description of the mice used in this experiment is available as Additional file 5. The *Peril* knockout strain was originally generated by Regeneron Pharmaceuticals [21, 57].

### Derivation and culture of mESC

Wild-type and *Peril* knockout murine ESCs were generated by the Harvard University Genome Modification Facility from D3.5 embryos. After receiving clones from the core, mESC colonies were transitioned to 2i on feeder MEFs and cultured for six passages. Three individual wells (derived from the same original clone) were collected as biological replicates.

### Tissue collection

Three biological replicates of the kidney and two biological replicates of microdissected ganglionic eminence and olfactory bulb (GE/OB) were harvested from E14.5 progeny of heterozygous matings. Tissues were pulverized in TRIzol and snap frozen.

### RNA library generation and sequencing

The Illumina TruSeq kit was used to create polyA^+^ libraries from 250 ng total RNA for each tissue replicate and 500 ng total RNA for each mESC replicate. Samples were sequenced on a Hiseq 2500 at Harvard University’s Bauer Sequencing Core.

### Sequence alignment and analysis

Reads were aligned to mm10 and quantified using rsem with nonstandard parameters --paired-end --bowtie2 --append-names and -p 8 [58]. Read counts from this quantification were used in downstream differential expression analysis using DESeq (alpha = 0.05 for all comparisons, [59]). Reads in the knocked out region of *Peril* were assessed visually to confirm knockout status in combination with expression status of *LacZ*. All RNAseq figures were generated in R with the help of packages available on bioconductor. Code is available as Additional file 6 and is available under the MIT license on github (https://github.com/agroff11/PerilPaperAnalysis) and on zenodo (DOI: 10.5281/zenodo.1477113) [56].

### qRT-PCR

cDNA was generated using SuperScriptIII (Thermo Fisher), and qRT-PCR analyses were performed using an ABI7900HT Fast Real-Time PCR system (applied biosystems). Data was analyzed using qPCR-miner [60], and the ddCT method was used to calculate relative cDNA. Samples were normalized to L32 control. Primers used are as follows: Mccc1 (L) gggtgtgcagtcggtggctg, Mccc1 (R) gcctggatggatggcctgtgc, Exosc9 (L) aagagcgtgatcccgtgcca, Exosc9 (R) tggcaatcaccagcaagccatcc, L32 (L): aacccagaggcattgacaac, L32 (R): attgtggaccaggaacttgc.

### Transcription factor binding analysis

We downloaded the entire set of motifs available through JASPAR (the JASPAR vertebrate collection, [30]) and filtered these for an average expression greater than or equal to 1TPM in the tissues and cells used in this paper. We then queried the sequence of the high-activity peak in the *Peril* gene body for matches to any of the expressed transcription factors on a per-sample-type basis using FIMO, a motif-finding tool publically available through the meme suite [31]. We filtered sequence matches for those with a *q* value < 0.05 and plotted the binding profiles of the common set of expressed hits. Additionally, we assessed publically available TF binding via the ChIP-atlas [61].

### Chromatin immunoprecipitation (ChIP)

ChIP experiments were performed using the iDeal ChIP-qPCR kit (Diagenode, C01010180), and experiments were carried out according to the manufacture protocol. Briefly, approximately 16 million wild-type or 16 million *Peril* knockout mESC were crosslinked for 10 min in 1% formaldehyde. Chromatin was sheared with the following parameters: 15 min of 30 s “on” and 30 s “off” using the Bioruptor (Diagenode). ChIP experiments were performed using 2 μL of Pol II monoclonal antibody (Diagenode, C15100055) per ChIP, and as negative control, 1 μg of IgG was used in a separate ChIP. For downstream enrichment calculation, 1% of the input chromatin was retained. The occupancy of Pol II at the promoter of Mccc1 and Exosc9 was measured by real-time qPCR using two primer sets targeting different regions of the promoters. qPCR was performed using FastStart Universal SYBR Green Master (Rox) (ABI, 4913914001), and reactions were run on ViiA7 Real-Time PCR System (ABI). Primer sets used in the experiment targeted Pol II-enriched regions near the target gene promoters as well as control regions: F1_Mccc1: CAAGTAGGCGTCTCCGCAA; R1_Mccc1: GGTCCAATCAGCCAATCGGTA; F2_Mccc1: ATTCTTGAAAGCGTCCCTCCC; R2_Mccc1: CTTGCGGAGACGCCTACTTG; F3_Exosc9: ACATTGTCAGTTCGGCCTGT; R3_Exosc9: AATACTGCCCTGAGGCTTGG; F4_Exosc9: GTGTGGACTCTCCCCATTCC; R4_Exosc9: TCCCTGCCACTGAATACTGC; F_Pol2_positive_region: CTGGCACTGCACAAGAAG; R_Pol2_positive_region: GGGTTCCTATAAATACGG; F_Pol2_negative_region: CTGGCCTCCATACACACATA; R_Pol2_negative_region: AGTCAGCAGGATCCACACTT. Enrichment was calculated by the percent input method.

### Generation and analysis of Hi-C libraries

In situ Hi-C libraries were generated using the *HindIII* restriction enzyme [32, 33]. Briefly, ~ 25 million cells were crosslinked with 1% formaldehyde for 10 min at room temperature. Then, the chromatin was extracted, digested with *HindIII*, end-labeled with biotin-14-dCTP, followed by an in situ ligation procedure. After DNA extraction, biotin was removed from unligated ends, and the sample was sheared by using a Covaris S220 instrument (100–500 bp range). After A-tailing, biotin pull-down and adapter ligation, paired-end sequencing was performed on a HiSeq instrument. Each Hi-C library was generated in two biological replicates, and each replicate was sequenced to a depth of ~ 80 million reads. Hi-C mapping, filtering, iterative correction, and binning were performed with the HiC-Pro software v2.8 [34]. We used multiple genome builds in our analyses: for general quality control and structural analyses, we used both mm9 and mm10, and for the digital 4C analyses, we used a custom mm10 genome which replaced the deleted *Peril* region with Ns and then included this sequence as well as the LacZ reporter sequence as two separate chromosomes.

There was a high correlation among the Hi-C biological replicates, and so we pooled all biological replicates for each condition and analyzed them as a single Hi-C dataset. This pooled dataset was used for all the analyses. The TAD analysis was performed with the insulation method, as previously described [62], by using the *cworld* package (https://github.com/dekkerlab/cworld-dekker) [63] “matrix2insulation.pl” script with the following options: –is 480000 –ids 320000 –im iqrMean –nt 0 –ss 160000 –yb 1.5 –bmoe 0 –bg. The digital 4C plots were generated with the *cworld* package “matrix2anchorplot.pl” script and with the HiC-Pro “make_viewpoints.py” script by using either the *Mccc1* or the *Exosc9* loci as anchor points. To do this, we calculated the Hi-C interaction frequency between the Mccc1/Exosc9-containing bins and the neighboring 20-kb bins. WT interactions were mapped to the mm10 reference genome while KO interactions were mapped to our custom mm10 genome build. For each distance, the ± 1 standard deviation of all the Hi-C interaction frequencies of that distance (dashed lines in the figure) were also calculated. The interactions that were above the + 1 standard deviation line (i.e., positive *z*-score) were considered as enriched interactions. To investigate the interactions between the *Peril* region and the neighboring TAD, we first investigated the *HindIII* restriction sites in the deleted region or LacZ “chromosomes.” We found that the “deleted region chromosome” contains three cut sites while the “LacZ chromosome” contains none. We thus selected the 3′ shoulder region (encompassing the 6 downstream *HindIII* sites, ~ 15 kb, chr3:34784809–34800385). This region is shared between WT and KO and is not affected by the deletion. While not specific to the deleted sequence, it can be used as a proxy for alterations in interactions between WT and KO in the deleted region. To generate digital 4C-like bedgraphs anchored on this shoulder region, we plotted either raw reads originating in this region and ending on chromosome 3, or a boxplot of all normalized reads originating from this region and ending in the + 1 TAD. The boxplot was generated using the custom genome for both WT and KO samples.

## Additional files

Additional file 1: MPRA oligo annotation - File containing annotation information used to associate unique barcode tags to synthesized genomic elements in the MPRA experiment.

Additional file 2: TSS annotation – File containing gencode TSS information for loci used in this study. (TXT 891 bytes)

Additional file 3: Supplemental Figures - File contains Figures S1-S4 and their legends.

Additional file 4: MPRA analysis code - R markdown file containing all code used in the MPRA analysis. (RMD 38 kb)

Additional file 5: Mouse master sheet - File containing description of mice used in this study, and information about generation of RNA sequencing libraries.

Additional file 6: RNA seq analysis code - R markdown file containing all code used in the RNA-sequencing analysis. (RMD 15 kb)

# Supplementary material for: Enhancers in the Peril lincRNA locus regulate distant but not local genes
**Source:** Genome Biol. 2018 Dec 11;19:219. doi: 10.1186/s13059-018-1589-8
**Supplement:** Supplementary file 3 — Supplemental Figures - File contains Figures S1-S4 and their legends.

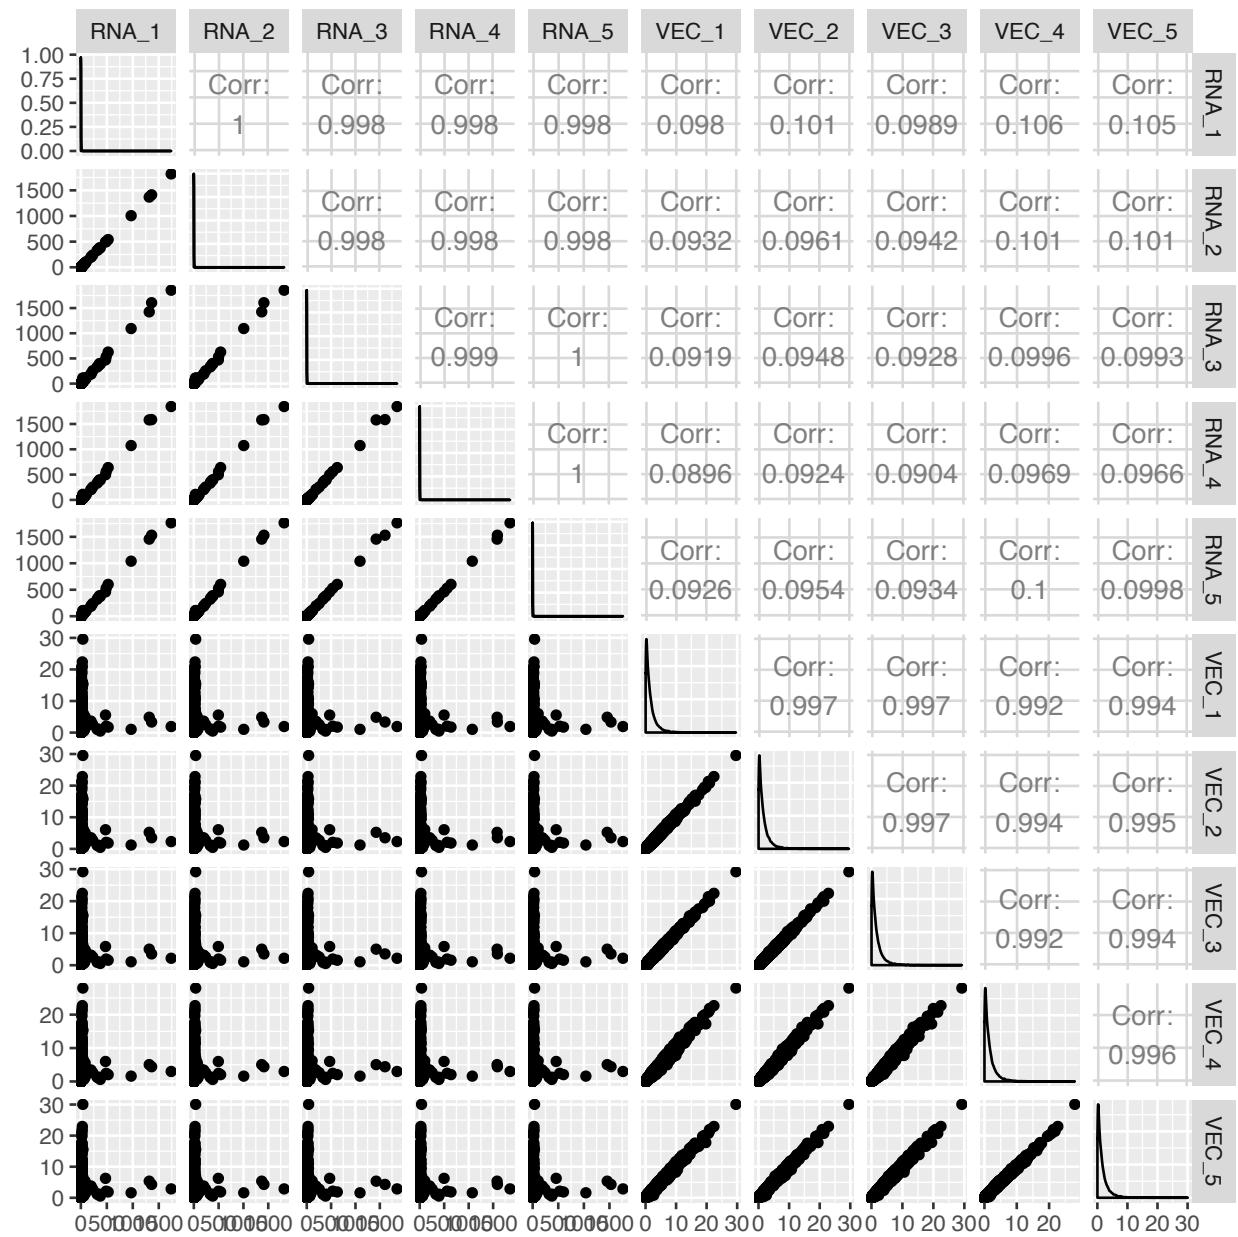

**Figure S1:** Supplement to MPRA quality control - pairwise scatterplots of all MPRA RNA and DNA samples.

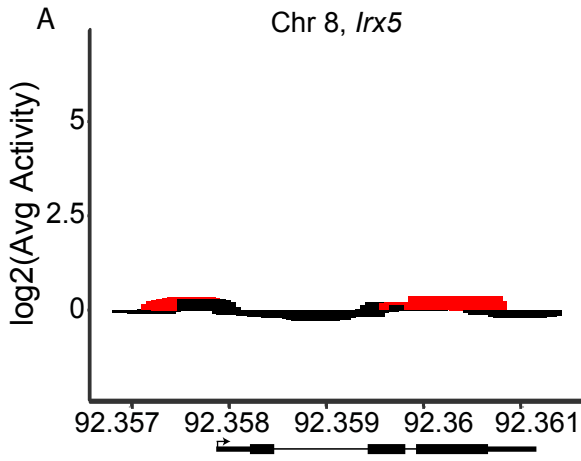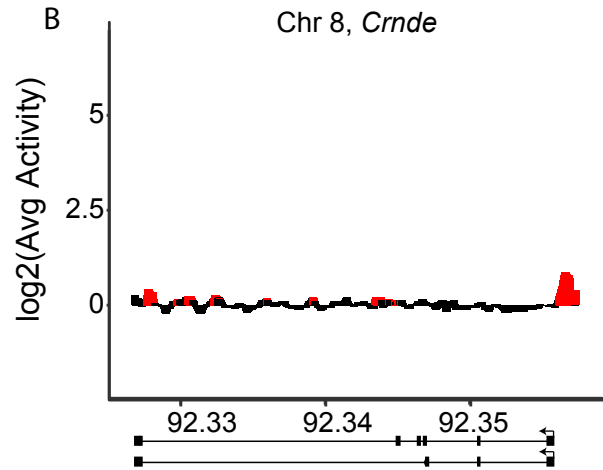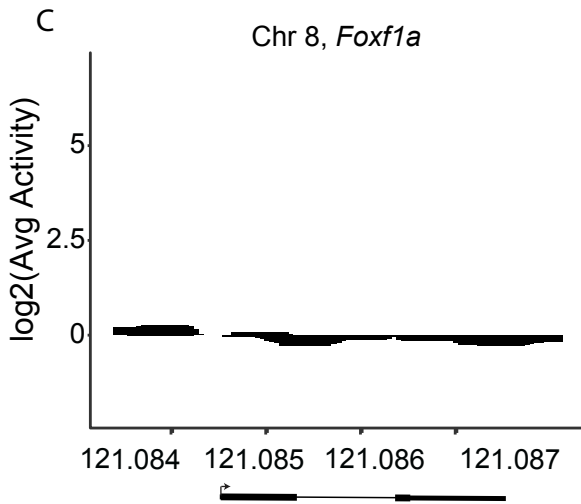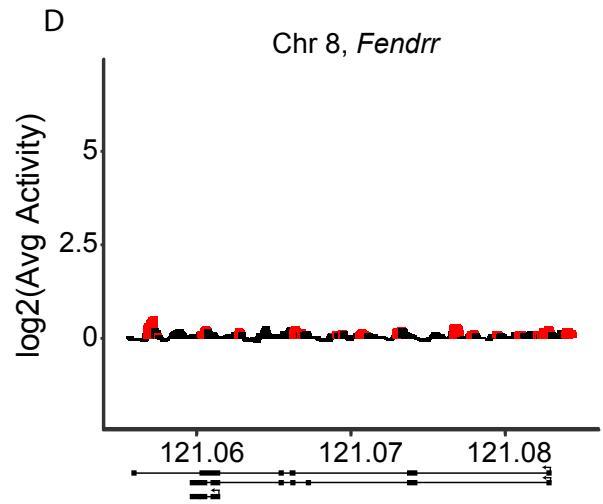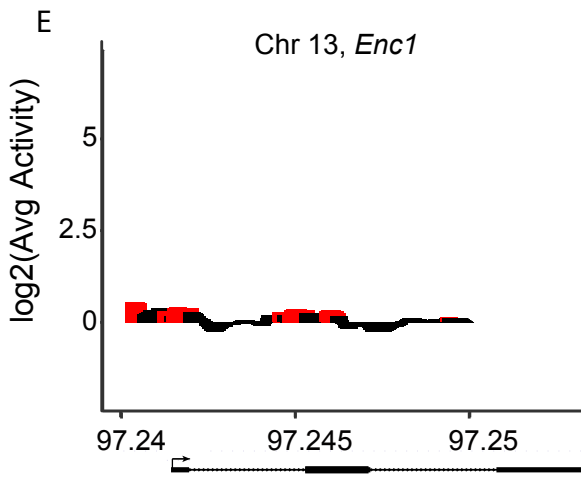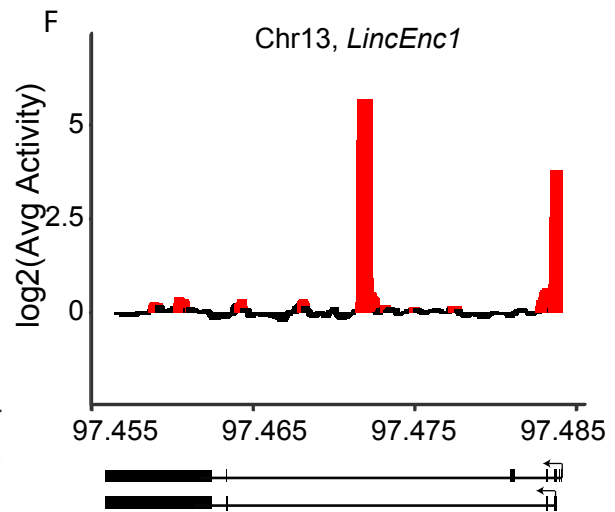

Genomic Position (Mb, mm10)

Genomic Position (Mb, mm10)

**Figure S2:** Supplement to MPRA enhancer activity results - smoothed region plots for (A) *lrx5*, (B) *Crnde*, (C) *Foxf1a*, (D) *Fendrr*, (E) *Enc1*, and (F) *LincEnc1*. Red indicates significantly activated regions (see methods). Genomic position (in Mb, mm10) across the X axis, with gene structures indicated below. Y axis represents  $\log_2(\text{activity})$ .

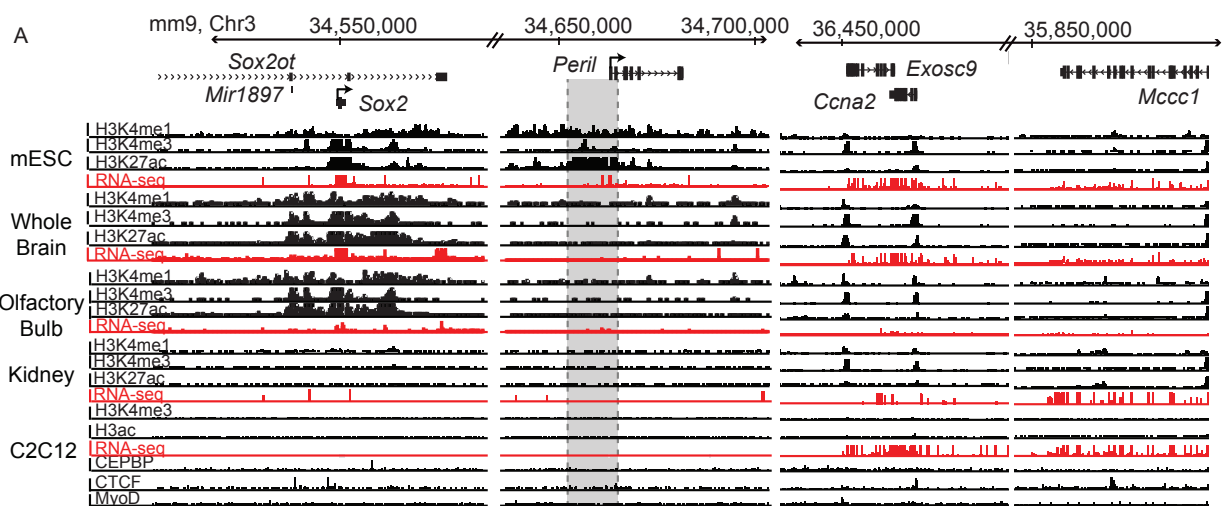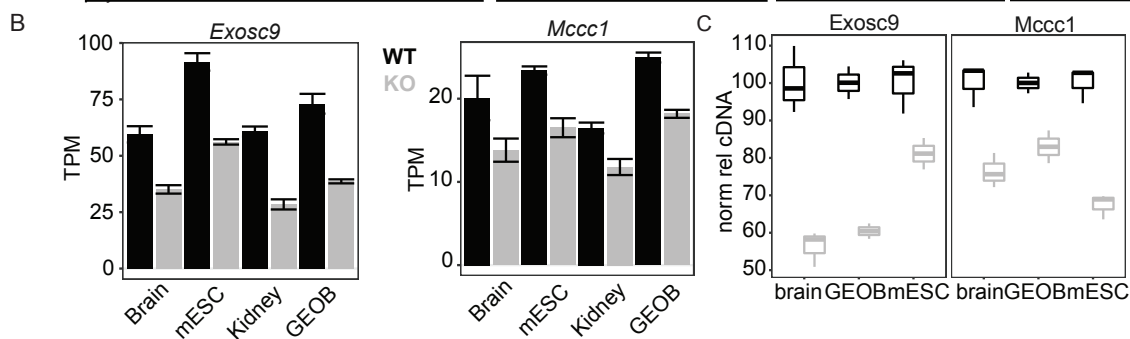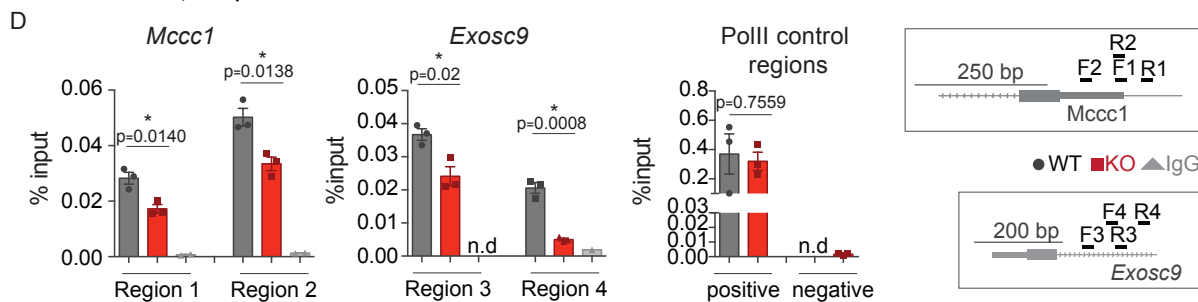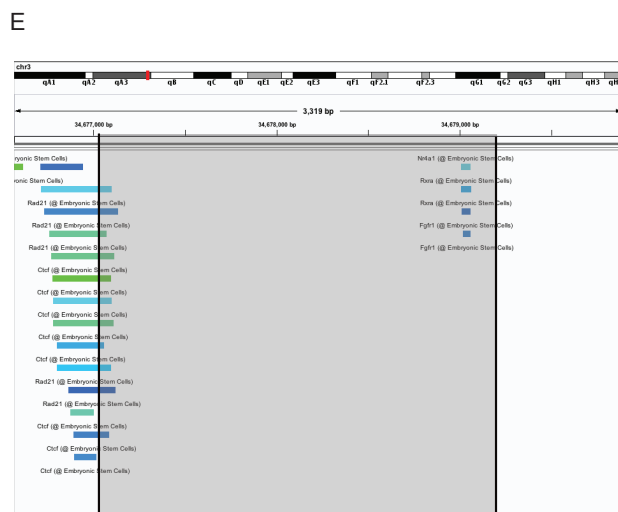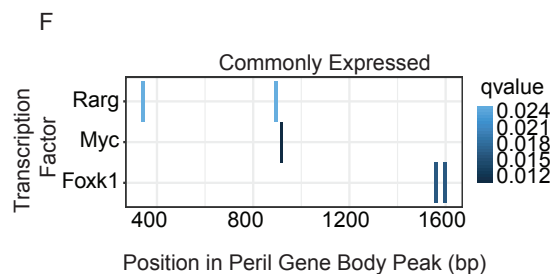

**Figure S3:** Supplement to *Peril* *in vivo* RNAseq analysis. (A) Publicly available ChIP-seq and RNAseq tracks for five diverse murine tissues or cells (indicated in left margin), showing the *Peril* and *Sox2* loci, as well as *Mccc1* and *Exosc9* on chromosome 3 (UCSC genome browser, mm9). Grayed region indicates the super enhancer. All track Y-axes scaled 0-15. (B) Expression in TPMs for two target genes *Exosc9* and *Mccc1*. Wild-type samples indicated in black and knockout in gray. (C) qRT-PCR validation of expression values for *Exosc9* and *Mccc1* normalized to L32. Y-axis indicates normalized relative cDNA (relative to WT, normalized to L32). (D) Assessment of Pol-2 binding at promoters of *Mccc1* and *Exosc9*. Two different regions at the *Mccc1* or *Exosc9* promoters in WT (dark gray) and *Peril* KO (red) mESC (n=3). Control IgG ChIP from WT and *Peril* KO shown together (light gray). Pol-2 ChIP enrichment shown as 1 percent (%) input. Error bars indicate the standard error of the mean (s.e.m). Significance determined by an unpaired two-tailed t-test. 'n.d' indicates not determined. Primer locations depicted in schematic on the right. (E) ChIP-Atlas screenshot of the *Peril* gene body high activity peak region (shaded in gray), displaying all transcription factor binding sites in publically available mESC data using the most permissive cutoff ( $-10\log_{10}(\text{MACS2 Q-value}) > 50$ ). (F) FIMO analysis of the *Peril* gene body peak sequence using transcription factors expressed >1TPM in all tissues/cells used in this paper (C2C12 and mESC cells, E14.5 whole brain, GE/OB, and kidney). X-axis represents position within the peak (bp) and color indicates FIMO analysis q-value. Width is representative of the binding site width.

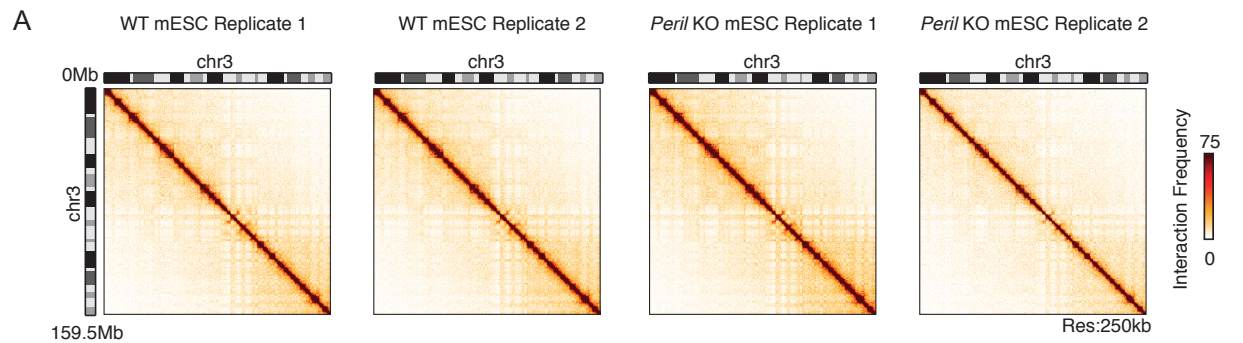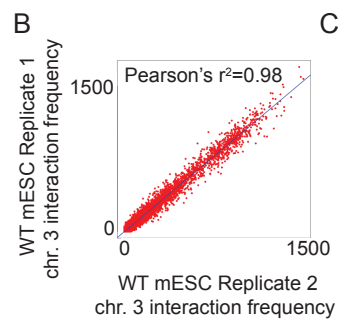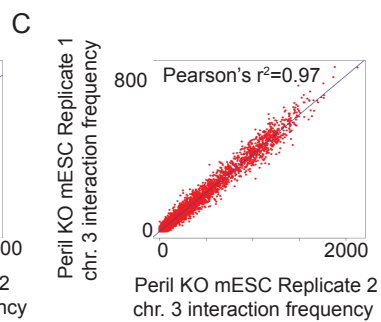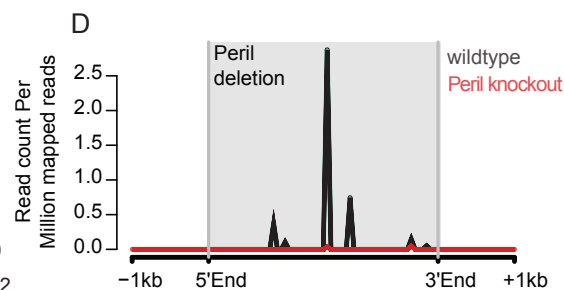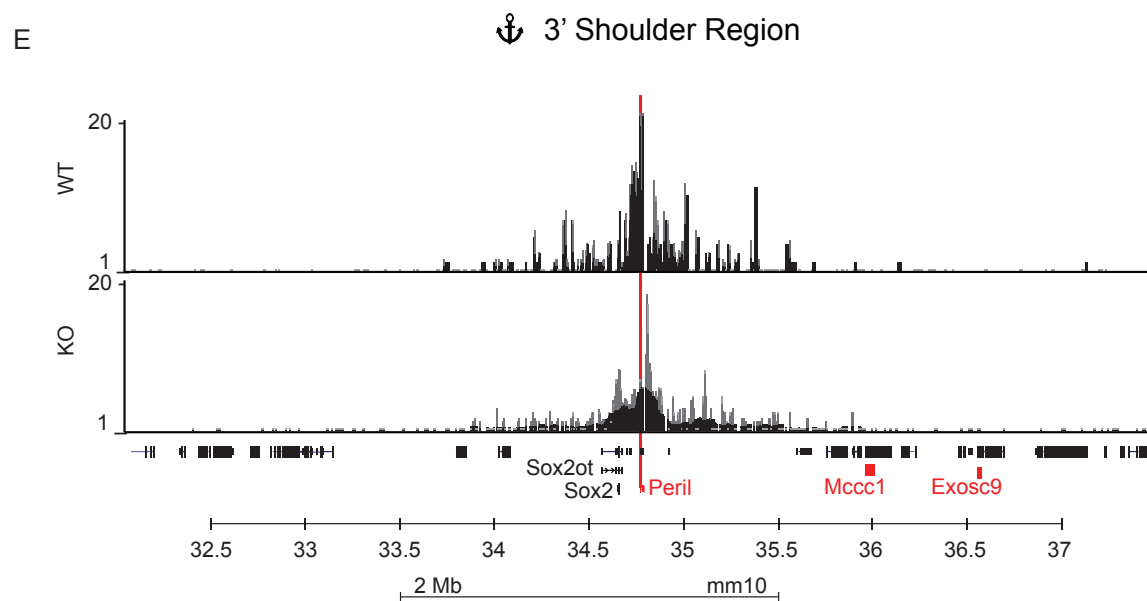

**Figure S4:** Supplement to WT-v-Peril KO Hi-C Data (A) Chromatin contact maps for all of chromosome 3 in each WT and *Peril* KO replicate at 250kb resolution (mm9 reference genome). (B) Scatter plot of reads from HiC WT replicate 1 vs WT replicate 2 and (C) KO replicate 1 vs KO replicate 2. (D) Read pileups over *Peril* KO region in the HiC data +/- 1Kb. WT in black, KO in red, deleted region indicated by gray box. Y axis indicates reads per million mapped reads. (E) 4C-like bedgraphs depicting raw reads mapping to chromosome 3, where the anchor is the 3' shoulder region in the WT or *Peril* KO Hi-C samples. Genes of interest marked in red, and deletion region indicated with a red line.

How the deposited data were processed for this re-analysis (not part of the article)

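RNA-seq libraries of the *Peril* knockout and MPRA libraries of C2C12 cells were analysed from the authors' processed files. The RNA-seq files cover mESC (3 WT and 3 KO wells of 1 clone each), E14.5 kidney (3 WT and 3 KO embryos of litter 43) and E14.5 GE/OB (2 WT and 2 KO embryos of litter 46), 16 libraries in all. Whole brain libraries were not used here, and the Hi-C data are not analysed here. The mice were a mix of 129S6 and C57BL/6 after backcrosses. Libraries were made by the authors from 250 ng of tissue RNA or 500 ng of mESC RNA with poly(A) selection. The paper's methods describe 6 passages of mESC after the change to 2i medium. In the authors' sample sheet the WT wells carry passage 6 and the KO wells passage 10.

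The authors aligned reads to mm10 and quantified 26759 genes with RSEM, and the files hold expected counts, TPM and effective lengths. Expected counts are not whole where reads fit several genes, and they were rounded before fitting. Counts summed to 17544707 to 45924887 per library. The fit used edgeR 4.0.16 in R 4.3.3, with TMM factors, the filterByExpr function by group, 1 coefficient per tissue and genotype, and the quasi-likelihood test. It tested 17459 genes. p-values were adjusted by the Benjamini-Hochberg method over all tested genes of a tissue, and a gene was called at an adjusted p under 0.05. Differences between tissues are contrasts of the same fit. Standard errors are the log2 fold change divided by the square root of F. Gene positions are from GENCODE vM21, matched for 25862 genes. The window around *Peril* covers 2 Mb on each side of its start on chromosome 3.

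Before the data were examined, the comparisons, thresholds, alternatives and 32 gene lists were fixed (15 for mESC, 22 for the kidney and 20 for GE/OB). So was the rule for the genes to name. It takes every gene the paper names in its RNA-seq and motif results and the 5 genes with the largest change and the 5 with the smallest p in each direction. It also takes up to 4 members with the smallest p of each list that has called members, and the called genes within 2 Mb of *Peril*. A gene that this rule takes is not reported here. Further named genes were chosen after their values were seen. These are the genes of 2 lists added for the kidney calls (skeletal muscle, 42 genes, and inflammatory and interferon response, 39 genes), the imprinted and primed genes given beyond 4 of a list, the remaining GE/OB and chromosome 3 calls and the most active MPRA tiles. Lists were tested with camera of limma 3.58.1 at a preset correlation of 0.01, adjusted over the lists of a tissue, and again with an estimated correlation. With the estimate, the primed and near-*Peril* lists of mESC and the near-*Peril* lists of kidney and GE/OB stayed below 0.05. The near-*Peril* list was also tested without *Exosc9*, *Mccc1* and *Bbs7*, which the paper names, and with the estimate it then stayed above 0.05 in each tissue.

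MPRA barcodes were counted by the authors by sequencing RNA and vector DNA, and the files hold raw counts of 23420 barcodes in 10 libraries. The paper describes RNA from 2 passages of cells and DNA libraries from 2 days, and it is not stated which letter (A or B) in the labels stands for which. The RNA libraries summed to a median of 22194832 counts and the DNA libraries to 17325580. Barcodes with at least 10 counts in at least 3 DNA libraries were scaled by the median count and tested with edgeR, at an adjusted p under 0.01 and a log2 ratio above 1. Tiles were assigned to loci with an annotation of which the first 1196 of 22118 rows were at hand. All 179 genomic tiles among them equal the mm10 sequence. The authors' windows and peaks and their comparison of promoters and gene bodies over all loci were not computed.

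Alternatives covered DESeq2 1.42.0, DESeq2 with gene length offsets and a filter at a sum of counts above 1 together, RLE factors, filters at a sum of counts above 1 and at 1 CPM in 2 libraries, each tissue fitted on its own, sex as a covariate, a replicate block in mESC and an adjusted p under 0.01. They also covered 5 Mb in place of 2 Mb around *Peril* on chromosome 3, CPM in place of TPM, 50 counts in place of 10, and leaving out each library in turn. The other splits of the libraries were counted as well. Tables were prepared with Python 3.11.15, pandas 2.3.3 and figures with matplotlib 3.10.9.

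The RNA-seq fit was tested on simulated data with 200 changed genes in each tissue. It recovered 73.1% of genes changed 1.5-fold in mESC, 73.1% in the kidney and 61.2% in GE/OB, and 79.1%, 91.0% and 76.1% of those changed 2-fold. The false share of calls was 5.1%, 7.9% and 9.2% in the 3 tissues. The MPRA fit recovered 96% of barcodes changed 2.5-fold with 0 false calls. Intervals and limits on counts of 0 cover counting error only.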

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

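The tests of muscle and of macrophage markers in the kidney and of *Exosc9* and *Mccc1* in male mESC, and those that leave out 1 library for the odds ratios on chromosome 3, were chosen after the result was seen.

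Genes called near *Peril* in several tissues also had called genes farther along chromosome 3: outside 2 Mb the odds ratio against other chromosomes was 3.31 in the kidney (95% interval 1.0 to 8.62, Fisher's exact test, p = 0.0248) and 12.3 in GE/OB (1.91 to 63.5, p = 0.00475). 129 strain sequence kept around the targeted allele predicts this and may account for some of these calls: the GE/OB genes *Gm5148*, *Ankrd50* and *Sclt1* lie at 2.95, 3.69 and 6.86 Mb from *Peril* and the kidney genes *Kcnmb2* and *Gm5148* at −2.86 and 2.95 Mb, while *Frem2*, *Casq2* and *Gbp5* of the kidney lie at 18.75, 67.32 and 107.83 Mb and the last 2 belong to the muscle and inflammatory genes. By the same exact test the odds ratio was 1.22 in mESC (0.929 to 1.59, p = 0.134, with 11.29% of genes called at 2 to 10 Mb, 12.93% at 10 to 30 Mb, 7.04% beyond and 6.82% on other chromosomes, not tested by distance), was 0 in GE/OB without any 1 library and 1.53 in the kidney without WT embryo 1 (p = 0.39), and leaving out 5 Mb gave 2.07 and 4.28 (p = 0.193 and 0.24). The sex of the embryos is argued against for *Exosc9* and *Mccc1*, which fell in mESC, where all wells are male (the higher adjusted p = 4.46e-05 from edgeR), while for the genes called in GE/OB alone, such as *Ncoa4*, sex and genotype cannot be told apart: 9.1% of the GE/OB calls lie on X or Y, below the bound of 20% set before, but that bound was wrong because genes of the Y chromosome, absent from female KO embryos, did not pass in this fit (adjusted p = 1). With sex as a covariate 8 GE/OB genes were called, 5 of them among the 11. The calls of *Sclt1*, *Duxbl1*, *Gm5148* and *Mccc1* were among those that ended (adjusted p = 0.287, 0.0692, 0.0692 and 0.294 from edgeR). Both WT embryos of GE/OB are male and both KO embryos female, so that fit cannot settle the question within this tissue. Kept 129 sequence and a long-range effect of the deletion both stay open, and the latter was not tested.

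In the kidney, 12 muscle genes and 13 inflammatory genes fell in KO. More macrophages in the WT kidneys are argued against as the whole cause for the called inflammatory genes, since 100% of 10 macrophage markers had a 95% interval above the median of these 13 (−3.85), the lowest bound being −1.11, but a share of the change stays open, since all 10 markers were lower (median −0.35) and the other 23 listed inflammatory genes had a median of −0.79, with 21 lower. Skeletal muscle carried over with the WT kidneys may account for the muscle genes: 100% of the 22 listed muscle genes outside the called ones were lower in KO kidney (median −1.05), of 34 measured here. With 10 splits of the 6 libraries no share under 0.05 can be reached: the real split gave 39 genes, the highest other split, WT 1, WT 8 and KO 9 against WT 3, KO 7 and KO 10, gave 42, and 2 splits reached 39. A response of WT and KO kidneys to the genotype and a difference between single embryos in activation of their immune cells stay open and were not tested.

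In mESC, 1198 genes changed, with *Olig1*, *Olig2* and *Hunk* of chromosome 16 among the farthest. Feeder cells in the cultures may account for some of the lower genes: 68.2% of 22 feeder genes were lower in KO (15 lower, 6 higher and 1 at 0) and the set had an adjusted p = 0.0133 from camera, the test set before, though an adjusted p = 0.543 with an estimated correlation. Of 10 splits of the 6 wells, which are too few for a share under 0.05, 1 reached 1198 and the highest other gave 0. Since the wells of a genotype come from 1 clone at 1 passage number, clone, passage and genotype cannot be told apart. An effect of the deletion on these genes was not tested apart from them.

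For the MPRA, 1 of 100 splits of the 10 libraries, the real one, reached 682 barcodes and the highest other gave 0. Each other split mixed RNA with DNA libraries in both groups, so this shows only that RNA and DNA libraries differ. It cannot tell enhancer activity from other differences between RNA and DNA. Scrambled CMV and Ef1a tiles were themselves called active at 5% and 4%. In 2 of 30 groups of 5 libraries, where chance gives about 1 in 20, a library stood far from the others: for *Foxf1* barcodes RNA B_1 was at 0.809 (the others 0.658 to 0.7) and for *Fendrr* barcodes DNA B_1 was at 0.996 (the others 1.016 to 1.023), both on the log2 scale.

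Knockout effects on single genes differed between tissues in the log2 fold change, at an adjusted p under 0.05 over 18 tests of edgeR contrasts. For *Exosc9*, mESC minus kidney was 0.489 and mESC minus GE/OB 0.295. For *Bbs7*, mESC minus kidney was −0.424, mESC minus GE/OB −0.877 and kidney minus GE/OB −0.454. *Fxr1* differed by −0.266 between mESC and kidney. *Sox2*, near its floor in the kidney, differed by 3.174 between mESC and kidney and by −3.278 between kidney and GE/OB, but 42 counts in WT embryo 3 carry this, and without that library its kidney log2 fold change was −0.081. Over all 17459 genes, 391 differed between mESC and kidney, 188 between mESC and GE/OB and 6 between kidney and GE/OB. Among the 6, *Ncoa4* differed by −2.531 (adjusted p = 0.00852) and *Duxbl1*, lower in KO kidney and higher in KO GE/OB, had an adjusted p = 0.00249.

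Genes the paper does not discuss were above their WT level in KO: *Hunk* at 7.07 TPM in mESC (WT 0.857), *Kcnmb2* at 6.24 TPM in the kidney (WT 1.73) and *Ncoa4* at 68.1 TPM in GE/OB (WT 23.8).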

How the results depend on the processing

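Chosen after seeing the data were the kidney and GE/OB counts under the replicate block in mESC, the MPRA fit without a block, the near-*Peril* list without *Exosc9*, *Mccc1* and *Bbs7* and the chromosome 3 odds ratios without 1 library. Of the values that 119 results had under other settings, 818 kept direction and side of the threshold, 96 fell below it, 8 rose past it, 52 counts or levels moved and 1 reversed: *Acad9* in mESC, −0.024 with DESeq2, length offsets and genes of a sum above 1 together. The cause was not tested for any change below unless stated. With DESeq2, 76 kidney and 19 GE/OB genes were called, and the chromosome 3 odds ratio by Fisher's exact test was 1.31 in mESC (p = 0.0207) and 1.86 in the kidney (p = 0.151). Of the genes called, 15.4% were higher in the kidney with edgeR and 38.2% with DESeq2. With genes of a sum above 1, *Mccc1* in GE/OB had −0.465 (adjusted p = 0.0545), so 1 gene within 2 Mb was called in GE/OB and 1 gene was lower in all 3 tissues. With sex as a covariate these were −0.496 (adjusted p = 0.294), 1 and 1, and *Sox2* in the kidney was −4.331 (adjusted p = 0.0103). With a replicate block in mESC they were −0.474 (adjusted p = 0.0563), 1 and 1, with 24 kidney and 4 GE/OB genes. Each tissue on its own gave in mESC 3561 genes and 10 within 2 Mb, kidney 10, GE/OB 6 and 0 within 2 Mb, *Exosc9* in GE/OB −1.036 (adjusted p = 0.0759), *Mccc1* in GE/OB −0.488 (adjusted p = 0.837) and 0 genes lower in all 3. At an adjusted p under 0.01, a stricter threshold by construction, there were 530 mESC, 23 kidney and 4 GE/OB genes, 3 and 1 within 2 Mb in mESC and GE/OB, 1 lower in all 3 (*Mccc1* in GE/OB −0.474, adjusted p = 0.0277), and odds ratios by the exact test of 3.62 in the kidney (p = 0.0638) and 20.5 in GE/OB (p = 0.0911). With 5 Mb left out the exact test gave 2.07 (p = 0.193) and 4.28 (p = 0.24). With an estimated correlation 2, 1 and 1 lists were called in mESC, kidney and GE/OB. In CPM, another scale, *LacZ* was 151 in KO mESC and 61.2 in KO GE/OB. In the MPRA a log2 minimum of 0 gave 3809 barcodes. The median R² was 0.95 for RNA and 0.9749 for DNA pairs on the log2 scale and 0.9758 for RNA without the top 1% of barcodes. RNA against DNA gave 0.0094 on the linear scale, 0.8249 at 50 counts and 0.886 without the top 1%. CMV minus scrambled was 0.494 in letter A and 0.676 in letter B (exact permutation p = 0.1, the smallest possible).

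Leaving out 1 library gave 663 values of 116 results: 477 the same, 127 below the threshold, 3 past it, 47 moved and 9 reversed. Called genes were 596 to 1435 in mESC, 20 to 77 in the kidney and 2 to 7 in GE/OB. Within 2 Mb they were 3 to 7 in mESC and 1 in GE/OB each time, and 1 to 2 genes were lower in all 3 tissues. *Mccc1* in GE/OB was −0.479 to −0.464 and *Sox2* in the kidney −4.049 to −0.081. *Sox2* in GE/OB was −0.204 to 0.152 and reversed at 0.032 without WT embryo 1 and 0.152 without KO embryo 2. *Ccna2* in GE/OB was −0.275 to 0.05 and reversed at 0.002 and 0.05 without these, and *Fxr1* was −0.12 to 0.003 and reversed without KO embryo 2. The odds ratio on chromosome 3 was 0 in GE/OB without any library and 1.53 to 3.16 in the kidney. Replicate numbers carry no pairing: deviations of wells with 1 number correlated at 0.006, 0.016 and 0.045 in mESC across genes, and of RNA with DNA libraries of 1 label at −0.064 to 0.051. With the shared MPRA labels as a block 626 barcodes were called and without it 641. Neither is the count of the main fit of all 10 libraries, which was 682. RNA and DNA share the labels A_1, A_2, B_1 and B_2, while B_3 is RNA only and A_3 DNA only. A fit that leaves 1 GE/OB library in a group assumes that it varies like the others. Depth limits *Peril*, with at most 18 counts in a library, and *Sox2* in the kidney.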

Differences from the paper's values

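The paper's number of genes dysregulated in the kidney is 76, and 39 were called here at the same stated threshold. Of the alternatives set before the data were examined, DESeq2 gave 76, DESeq2 with length offsets and genes of a sum above 1 together 55 and the fit without kidney WT replicate 1 gave 77, all within the criterion used here for a difference. RLE factors gave 42, a filter at a sum of counts above 1 48, a filter at 1 CPM 39, the kidney on its own 10, sex as a covariate 49, an adjusted p under 0.01 23, and leaving out genes of X and Y 38. Leaving out WT replicate 3 gave 39, KO replicate 7 34, WT replicate 8 34, KO replicate 9 42 and KO replicate 10 20. None of these comes within 1.5 times the paper's number. Of the 76 genes called with DESeq2 here, 38 are among the 39.

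The paper's sequencing depth is 158 M reads per library and 2.5 G reads in all (M for mega, G for giga). The counts assigned to genes had a mean of 28.8 M per library and summed to 0.46 G over the 16 libraries. Reads and counts assigned to genes are different quantities. No alternative set before the data were examined changes these sums.

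Figure 3e of the paper marks *Fxr1* and *Ccna2* as changed in mESC, while here they had log2 fold changes of −0.20 (adjusted p = 0.0541) and −0.25 (adjusted p = 0.0626) in the direction shown. *Fxr1* passed with DESeq2 (adjusted p = 0.0241), with DESeq2, length offsets and genes of a sum above 1 together (0.0366), with a filter at 1 CPM (0.0437), with mESC on its own (0.0138) and without mESC KO replicate 1 (0.00794). *Ccna2* passed with DESeq2 (adjusted p = 0.0389), with mESC on its own (0.00073) and without mESC KO replicate 1 (0.0472). *Atp11b* and *Acad9* were called here in mESC (adjusted p = 0.0437 and 0.0218) and are not marked in the figure. For *Exosc9*, *Mccc1* and *Bbs7* direction and calls match the figure. The number of GE/OB genes printed in Figure 3d matches the 11 called here, while DESeq2 gave 19 and GE/OB on its own 6. *Sox2* was called in none of the 3 tissues, as the paper states.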

Other observations

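Genes and tiles in this part were chosen after their values were seen, apart from the gene lists. *Gm26825*, a predicted gene on chromosome 5, was on or off in single libraries without following the genotype in the embryos. In GE/OB it was at 770.02 TPM in WT embryo 1, 0 in WT embryo 3, and 794.95 and 815.8 in the KO embryos. In the kidney it was at 0.73 TPM in WT embryo 1 and 1.16 in KO embryo 10, and at 668.93 to 722.74 in the other 4. In mESC it was at 2.47 to 3.05 TPM in WT and 1316.48 to 1395.64 in KO wells. *Duxbl1* on chromosome 14 was at 2.77 ± 0.685 TPM in WT and 0.79 ± 0.36 TPM in KO kidney (SD, n = 3 each, adjusted p = 0.0394 from edgeR), a call that ends without any 1 of the 6 libraries, with adjusted p of 0.05 to 0.15. Its direction in GE/OB was the opposite. *Tmem254a*, beside it, differed between the 2 tissues by −2.44 on the log2 scale (adjusted p = 0.00852).

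Shared calls in the same direction were 5 for mESC and kidney, where independent lists would share 1.65. They are *Exosc9*, *Mccc1* and *Bbs7* near *Peril*, *Lama1*, higher in both, and *Myl4*, a myosin light chain gene lower in both. *Sclt1* rose in KO mESC by 0.52 (standard error 0.087, adjusted p = 0.00144) and fell in GE/OB, a difference of 1.10 (adjusted p = 0.000262). In mESC the lists of hypoxia and glycolysis (3 of 26 fell), p53 targets (2 of 20 fell), cholesterol synthesis (1 of 24 rose and 3 fell), immediate early genes (2 of 19 fell) and mitochondrially encoded genes (1 of 13 rose) gave adjusted p of 0.107, 0.195, 0.916, 0.916 and 0.107 from camera. Adjusted over the list alone the counts were 6 lower, 5 lower and 1 higher, 3 lower and 1 higher, 2 lower, and 1 higher. Of 3 measured two-cell genes, *Zfp600* fell by 0.55 (adjusted p = 0.00901 for the set from camera, and an adjusted p = 0.0514 with an estimated correlation).

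In the kidney and GE/OB, mitochondrially encoded genes stood lower in KO, by medians of −0.21 and −0.20 over 13 genes. None passed over all genes tested, and 4 and 3 passed when adjusted over the list alone (9 and 4 at an unadjusted p under 0.05, 2 and 1 with DESeq2). As sets they had an adjusted p of 1.14e-08 and 8.19e-12 from camera, and an adjusted p = 0.188 and 0.101 with an estimated correlation. Cholesterol synthesis genes stood higher by 0.08 and 0.07 (adjusted p = 0.000392 and 0.0376, and an adjusted p = 0.259 and 0.793 with an estimated correlation), and imprinted genes of the kidney lower by 0.12 (adjusted p = 0.000481, and an adjusted p = 0.188 with an estimated correlation).

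The most active genomic MPRA tile, in *Morc2a*, is the 1 among the 5 most active genomic tiles whose middle 24 bases occur more than once in mm10.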
